# Transcriptome Analysis Reveals Crosstalk of Responsive Genes to Multiple Abiotic Stresses in Cotton (*Gossypium hirsutum* L.)

**DOI:** 10.1371/journal.pone.0080218

**Published:** 2013-11-05

**Authors:** Ya-Na Zhu, Dong-Qiao Shi, Meng-Bin Ruan, Li-Li Zhang, Zhao-Hong Meng, Jie Liu, Wei-Cai Yang

## Abstract

Abiotic stress is a major environmental factor that limits cotton growth and yield, moreover, this problem has become more and more serious recently, as multiple stresses often occur simultaneously due to the global climate change and environmental pollution. In this study, we sought to identify genes involved in diverse stresses including abscisic acid (ABA), cold, drought, salinity and alkalinity by comparative microarray analysis. Our result showed that 5790, 3067, 5608, 778 and 6148 transcripts, were differentially expressed in cotton seedlings under treatment of ABA (1μM ABA), cold (4°C), drought (200mM mannitol), salinity (200mM NaCl) and alkalinity (pH=11) respectively. Among the induced or suppressed genes, 126 transcripts were shared by all of the five kinds of abiotic stresses, with 64 up-regulated and 62 down-regulated. These common members are grouped as stress signal transduction, transcription factors (TFs), stress response/defense proteins, metabolism, transport facilitation, as well as cell wall/structure, according to the function annotation. We also noticed that large proportion of significant differentially expressed genes specifically regulated in response to different stress. Nine of the common transcripts of multiple stresses were selected for further validation with quantitative real time RT-PCR (qRT-PCR). Furthermore, several well characterized TF families, for example, WRKY, MYB, NAC, AP2/ERF and zinc finger were shown to be involved in different stresses. As an original report using comparative microarray to analyze transcriptome of cotton under five abiotic stresses, valuable information about functional genes and related pathways of anti-stress, and/or stress tolerance in cotton seedlings was unveiled in our result. Besides this, some important common factors were focused for detailed identification and characterization. According to our analysis, it suggested that there was crosstalk of responsive genes or pathways to multiple abiotic or even biotic stresses, in cotton. These candidate genes will be worthy of functional study under diverse stresses.

## Introduction

Abiotic stresses such as drought, cold and high salinity are environmental limiting factors for crop growth and yield. Plants have evolved various biochemical and physiological mechanisms to achieve tolerance and adaption to stresses [1]. Lately, significant progress has been made in identification of stress-inducible genes and components of signaling pathways involved in a variety of abiotic stresses. Many stress-related transcripts and proteins acting in pathways and signaling cascades have been identified, such as the salt-overly-sensitive (SOS) pathway that activated by Ca^2+^ spike from cytoplasm and overcoming the salt damage by maintaining cellular ion homeostasis[2,3], the ICE-CBF /DREB1 pathway critical for the regulation of the cold-responsive transcriptome [4,5], the calcium-dependent protein kinase (CDPK) pathway that taking an important role in hyperosmotic stress response [6], and the mitogen-activated protein kinase (MAPK) pathway essential to both abiotic and biotic stresses [7,8]. 

Various abiotic stresses result in both general and specific effect on plant growth and development [9]. There are multiple pathways involved in stress perception and signaling, some of them are cross-talked at various points [10]. ABA is a major intracellular messenger in the regulation of plant's water status, it is a stress phytohormone that proved to be a player of critical function in signaling network of various stresses, such as drought, cold and salinity [11-13]. Analysis of stress-inducible genes has revealed the existence of ABA-dependent and independent signaling pathways [2,14,15]. In nature, plants often face to several abiotic stresses, rather than a particular one at the same time [10], furthermore, global climatic trends may accentuate this problem [16-18]. Subject to the complex regulatory networks and the crosstalk of various stresses, manipulation of key sensor genes involved in signal transduction or TFs that regulating downstream genes of various pathways, will be an effective way to improve the plant adaption or tolerance to multiple stress conditions [19].

Cotton is one of the most economically important crops worldwide, it is necessary to improve stress tolerance of cotton to increase its yield even under unfriendly environmental conditions. Recently, draft cotton genome sequence was acquired and published, as will benefit gene functional research in cotton [20]. However, in last decade, cotton research is mainly focused on fiber development [21-24], the studies on stress response physiology, identification of novel genes, the function of genes, and stress tolerance improvement with gene engineering have only been attempted more recently, compared with the model plants such as *Arabidopsis*, rice and tobacco [12,25-27], furthermore, most of the studies are engaged in one kind of stress, little is known about the crosstalk of multiple stresses [28-33]. In this paper, we tried to dissect pathways under multiple stresses in cotton with profiling data of global transcription.

So far, transcriptome profiling is an effective and widely used tool to investigate the gene expression dynamics in response to a spectrum of abiotic stresses at the global level in many species [34-36], however, more study on significant crop plants such as cotton is badly needed. In this report, we tend to profile the transcriptome of cotton seedlings stressed with ABA, cold, drought, salinity and alkalinity (pH=11, hereinafter referred to pH in this paper). Differentially expressed genes and related crosstalk network for stress perception, signal transduction and tolerance of cotton were explored using comparative microarray analysis.

## Results and Discussion

### Identification of differentially expressed genes under ABA, cold, drought, salinity or pH stresses

Expression profiling of cotton in response to the abiotic stresses like drought, cold and salinity has been reported recently [29-33], however, most of the studies only focus on one type of stress. In this study, we aimed to identify components of the regulatory network of multiple abiotic stresses. 

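Whole upland cotton seedlings were measured on Affymetrix Cotton Genome Arrays, with 3 arrays each for control, ABA, cold, mannitol and NaCl and 2 arrays for pH. The medium held 1 μM ABA, 200 mM mannitol or 200 mM NaCl, or was set to pH 11, for 10 days, and cold seedlings spent 8 days at 25°C before 2 days at 4°C, so that all were harvested 14 days after germination. Each array gave 1 MAS5 signal intensity for each of 24132 probe sets, deposited by the authors on a linear scale, and 24029 remained after 103 Affymetrix control probe sets were left out. The deposited signals did not share 1 scale. The mean after trimming 2% of the probe sets at each end was 500.1 in all arrays of ABA, mannitol and pH, but 118 to 120 in control, 107 to 127 in cold and 18.5 to 140 in NaCl. For this reason the log2 signals were quantile normalized before the test, a choice made after these scales were seen. Each stress was then compared with the control in 1 limma fit to the 17 arrays, at a fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.05. The actin 3′ to 5′ log2 ratio, a sign of RNA quality, was 2.78 to 3.05 in control, 4.46 to 5.31 in ABA, 2.69 to 7.22 in cold, 2.85 to 3.97 in mannitol, 2.70 to 4.79 in NaCl and 4.45 to 4.46 in pH. Replicates with the same number were not more alike across conditions (mean r 0.00792 after the condition means were removed), so the numbers were not taken to pair samples. In a principal component analysis, the 8 arrays of ABA, mannitol and pH lay at 60.2 to 99.8 on the first component and the other 9 at -97.9 to -10.5. NaCl replicate 2 lay with the cold arrays, and its closest array was cold replicate 2 (r 0.941 across probe sets). The trimmed mean of 18.5 was that of NaCl replicate 1, whose closest array was NaCl replicate 3 (r 0.856). NaCl values without replicate 2 therefore rest on replicate 3 and on this array of low signal. The number of arrays limits the precision of every value. The deposit labels each array as a biological replicate, while the paper states that RNA was pooled from the 3 biological replicates of each treatment, so that the SD, SE and p describe differences between arrays and, if the RNA was pooled, not between seedlings.

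**Figure D1:**
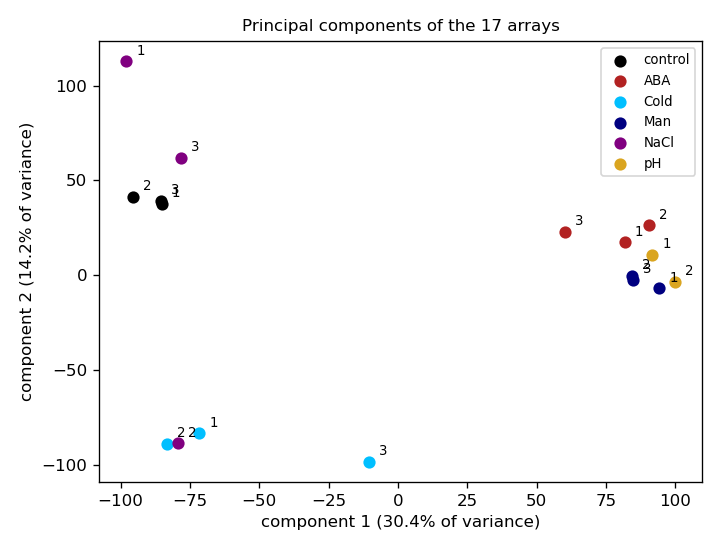
Principal components of the 17 arrays, from log2 signals after quantile normalization. Points are arrays with their replicate number, coloured by condition, and the axes give the share of variance (30.4% and 14.2%). NaCl replicate 2 lies among the cold arrays, which span -98.3 to -83.3 on the second component.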

The stress treatments were performed separately on seedlings 4-day after germination (DAG), and RNA was isolated from specimens of 10-day treatment before a 24K Affymetrix cotton genome array [31,37] was conducted to compare the transcription profiles of the plant's response to ABA, cold, drought, salinity and alkalinity (pH=11, hereinafter referred to pH in this paper). The expression level of transcripts was compared, so that genes with more than two-fold change and a p-value of ≤ 0.05 were defined as those with significant different expression. The stress-induced or -repressed genes were identified. 

As shown in Figure 1, microarray analysis revealed striking difference in gene expression level under ABA (1μM ABA), cold (4°C), drought (200mM mannitol), salinity (200mM NaCl) and pH (pH=11) treatments, which caused 5790, 3067, 5608, 778 and 6148 changed transcripts, respectively. Among these expression changed transcripts, 3242, 1231, 3179, 480 and 3378 genes were identified as stress-induced ones accordingly. 

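Between control and stress, 5316 of the 24029 probe sets changed in ABA (22.1%), 2676 in cold (11.1%), 5468 in mannitol (22.8%), 167 in NaCl (0.695%) and 5318 in pH (22.1%). An ACC oxidase transcript, for the last step of ethylene synthesis, was among the few up-regulated in each, with log2 fold changes of 6.11 in ABA, 7.26 in cold, 6.45 in mannitol, 4.80 in NaCl and 6.61 in pH. In no stress did it qualify for the strongest named rises, which had to move alike in every treated array and exceed the median signal. The sizes of its rises are therefore uncertain. Transcripts of elongation factor 1 beta rose by 5.82 in ABA, 6.41 in cold, 6.26 in mannitol and 6.95 in pH. In NaCl, a universal stress protein rose by 2.82 (standard error 0.368, adjusted p = 0.00626, limma). Single arrays moved several counts, the NaCl count most: it was 1015 without NaCl replicate 2, 570 without NaCl replicate 3, 76 without NaCl replicate 1, 38 to 53 without a control array and 58 to 87 without an ABA or mannitol array. The cold count was 1432 to 1512 without a control array and 1507 without cold replicate 3, the pH count was 3146 without pH replicate 1 and 2702 without replicate 2, and the NaCl call of ACC oxidase ended without any control array. With the SAM test 1 changed in NaCl, without rescaling 174 changed in cold and 3 in NaCl, and in a fit to the control, cold and NaCl arrays alone 2 changed in cold and 0 in NaCl by limma. In a fit to the control and cold arrays alone, 1061 rose and 816 fell in cold, so the count of 2 does not show that the cold response was absent. The larger counts grew instead. With SAM 4010 rose and 4233 fell in ABA, 3981 and 4434 in mannitol and 4269 and 4474 in pH. Without rescaling 14635 rose in ABA, 15891 in mannitol and 13033 in pH, while only 28, 71 and 80 fell. On that scale the trimmed mean was 500.1 in these arrays and 118 to 120 in control, so these larger counts do not show stronger responses.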

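Up-regulated probe sets numbered 2837 in ABA, 1359 in cold, 2855 in mannitol, 112 in NaCl and 2807 in pH. Among named transcripts, ceramide glucosyltransferase, which makes glucosylceramides of membranes, rose by 7.39 in ABA, 6.66 in mannitol and 6.67 in pH on the log2 scale (adjusted p = 0.000104, 0.000139 and 0.000398, limma). GH3.17, of a family that conjugates auxin, also rose in mannitol and pH, and an oxidoreductase rose by 5.04 in mannitol and 5.80 in pH. In cold, germin-like Glp1 rose by 4.48 and the kinase AGC2-1 by 4.72 (adjusted p = 0.00248 and 0.00554). The mean control log2 signals of 1.80 for ceramide glucosyltransferase and 0.04 for GH3.17 lay near the floor of the array, so that the sizes of these rises are uncertain.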

There were more induced genes than the repressed in most of the cases except cold treatment (Figure 1-A, B). 

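Of the changed probe sets, 53.4% rose in ABA, 50.8% in cold, 52.2% in mannitol, 67.1% in NaCl and 52.8% in pH, so that rises outnumbered falls in all 5 stresses after quantile normalization. The strongest falls among named transcripts were of late elongated hypocotyl, a clock regulator, in cold, mannitol and pH, and of FLA13, a fasciclin-like arabinogalactan protein, at -5.94 in pH (standard error 1.98, adjusted p = 0.0432, limma). In mannitol the peroxidase POX5 fell to -3.92 and in cold TRF-like 6 to -3.29, and the mean log2 signals of 1.18 for FLA13 in pH and 2.17 for POX5 in mannitol lay near the floor of the array, so that the sizes of these 2 falls are uncertain. Which direction prevailed depended on the scaling of the arrays: with each array centred on its median, the share that rose was 49.7% in ABA, 63.7% in cold, 45.4% in mannitol, 71.4% in NaCl and 48.3% in pH. With the SAM test it was 48.6% in ABA, 53.7% in cold, 47.3% in mannitol and 48.8% in pH, and without any rescaling 99.8%, 28.7%, 99.6% and 99.4%. The median change of all probe sets was -0.15 to 0.15 with median centring, -0.21 to 0.11 with a trimmed mean scaling and -0.05 to 0.00 after quantile normalization.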

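Of the probe sets that changed, 2315 in ABA (43.5%), 1189 in cold (44.4%), 2246 in mannitol (41.1%), 47 in NaCl (28.1%) and 1916 in pH (36%) did so by 2 to 3 fold. Changes of 3 to 10 fold were found for 2607, 1244, 2652, 96 and 2716 probe sets, and changes of more than 10 fold for 394, 243, 570, 24 and 686. The strongest named rises beyond 10 fold included a ubiquitin-protein ligase, at 5.17 in ABA, 5.11 in mannitol and 5.49 in pH on the log2 scale, and scarecrow-like protein 5, at 4.52 in cold (adjusted p = 0.0134, limma). The mean control log2 signal of scarecrow-like protein 5 was 2.25, near the floor of the array, so that the size of its rise is uncertain.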

Most of the significant differentially expressed genes exhibited a 2-3 fold change, and some even showed more than 10-fold change of expression level (Figure 1). 

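At an unadjusted p of at most 0.05 with the same fold threshold, 3447 probe sets rose in ABA, 3438 in mannitol, 3594 in pH, 2279 in cold and 1131 in NaCl. Falls at the same threshold numbered 3326, 3391, 3436, 2420 and 895. Named transcripts that rose in NaCl after adjustment included phosphoglucomutase, which links glucose phosphates to starch and sucrose, at 1.95 (standard error 0.4, adjusted p = 0.0447, limma). A protein kinase fell to -1.65 in NaCl (adjusted p = 0.033). The NaCl calls of these 2 transcripts ended without any control array, among other omissions.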

We also noticed that there were more than three thousand genes induced by each of ABA, drought and pH stress, while cold and salinity caused expression change of much fewer genes, especially salinity stress, suggesting that there were more genes involved in ABA, drought and pH stress, compared with cold and salinity in cotton seedlings, on the other hand, it is likely because that cotton is a kind of species which is more adaptable to salinity and cold stress compared to other species as *Arabidopsis* [34]. 

**Figure 1:**
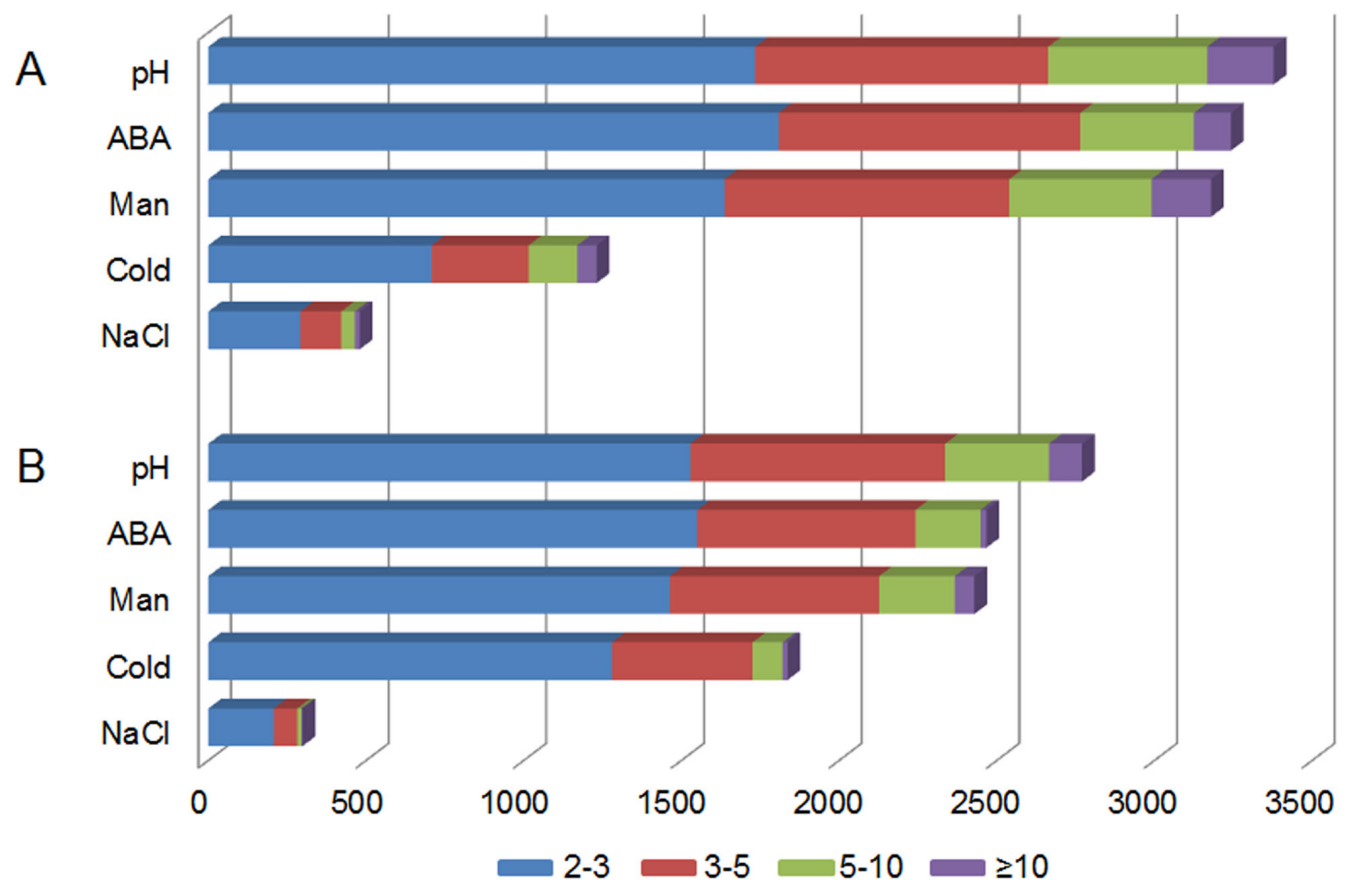
Number and the level of transcripts identified as differentially expressed in cotton seedlings under abiotic stress conditions. The y-axis indicates the treatment of different stress. pH, pH=11; ABA, 1μM ABA; Man, 200mM mannitol; Cold, 4°C; NaCl, 200mM NaCl. The x-axis indicates the number of differentially expressed genes (DEGs), the columns with different color show the fold change of corresponding DEGs. A. up-regulated; B. down-regulated.

In our study, genes with altered expression spanned a wide variety of regulatory and metabolic processes as signal transduction components, TFs, hormone related genes, antioxidants, detoxification enzymes, and biological metabolic processes, a significant number of which were covered in the previous reports of *Arabidopsis*. Several classes of protein kinase and phosphatase involved in abiotic stress signal transduction were up-regulated. It is well-known that MAPK (Mitogen-Activated Protein Kinase) pathways are universal transducers and activated by diverse abiotic stresses, such as cold, salt, heat, drought, wounding, UV irradiation, osmotic shock, ozone or heavy metal intoxication in plants [38]. 

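The paper's tables name several kinases and phosphatases. Of 13 probe sets for protein phosphatase 2C and other ABA pathway proteins, 10 were up-regulated in ABA, 3 in cold, 9 in mannitol, 0 in NaCl and 7 in pH, and adjusted over the list alone the counts were 10, 8, 11, 2 and 10. ABI1, a phosphatase that restrains ABA signaling, rose by 2.30 in ABA, 2.37 in mannitol and 2.74 in pH on the log2 scale (adjusted p = 0.00129, 0.000868 and 0.000851, limma). Another protein phosphatase type 2C rose by 2.42 in ABA, 1.24 in cold, 2.75 in mannitol and 1.54 in pH (standard error 0.263, and 0.294 for pH). ABA-insensitive 5-like protein 6 rose by 1.22 in ABA. The study picked these probe sets on the same arrays, so the counts are not independent evidence of a direction. Without NaCl replicate 2, 1 member rose in NaCl, and the pH call of the other phosphatase ended without pH replicate 2.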

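MPK3, a terminal kinase of the MAPK cascade, has 6 probe sets of 1 gene by the platform's synonyms. The first (A1_s_at) rose by 1.95 in ABA, 2.55 in cold, 2.14 in mannitol and 2.21 in pH on the log2 scale (standard error 0.397, and 0.444 for pH, adjusted p = 0.00354, 0.00351, 0.00172 and 0.00339, limma). In NaCl it stood at 0.89 (adjusted p = 0.314), and cold minus NaCl was 1.66 (standard error 0.397, adjusted p = 0.0957), but the NaCl value was 0.33 without NaCl replicate 2, which lay with the cold arrays. A second rose by 1.83 in ABA, 1.96 in cold, 3.29 in mannitol and 3.01 in pH, the third by 1.89 in ABA, 2.78 in cold, 1.37 in mannitol and 1.94 in pH and a further probe set by 2.01 in ABA, 2.91 in cold, 1.98 in mannitol and 2.05 in pH. Another rose in mannitol (1.72) and pH (1.74), and the remaining probe set did not pass in any stress, nor did any of the 6 in NaCl (limma, lowest adjusted p = 0.197). A probe set of another gene (LOC107903096), with the synonyms MPK3 and MPK6, fell to -1.19 in ABA, -1.25 in mannitol and -1.05 in pH. Apart from the first and the third, some calls in ABA, cold, mannitol or pH ended without single control arrays or single arrays of the stress, the mannitol call of the third without control replicate 1 or 3, mannitol replicate 1 or 3 and after median centring, and its pH call without pH replicate 1.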

In our data of microarray, MAPK components are also active under the treatments, a gene encoding MAPK 3 was induced by ABA, cold, drought and pH treatments (Table S1), and it suggested that MAPK signaling pathway was a common way in response of cotton seedlings to multiple abiotic stresses. Previous studies have shown that calcium plays a role as a second messenger during abiotic or biotic stress, when cells are stimulated with external conditions, the concentration of cytosolic free calcium (Ca^2+^) will change accordingly, and calcium-sensing proteins like CDPKs (Calcium-Dependent Protein Kinase), are able to integrate the transient change of Ca^2+^ concentration into a phosphorylation signal [39]. In our results, CPK28, a CDPK member was up-regulated by mannitol and pH treatment but down-regulated by ABA, cold and NaCl. 

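The paper's tables name 2 probe sets as putative calcium-dependent protein kinases, and neither their readable parts nor the platform name 1 as CPK28. The S1_at probe set rose by 2.40 in ABA, 3.76 in mannitol and 4.29 in pH on the log2 scale (adjusted p = 7.73e-05, 2.26e-06 and 2.16e-06, limma) and stood at -0.06 in cold and 0.39 in NaCl (adjusted p = 0.904 and 0.505). The A1_at probe set rose by 1.78 in ABA, 2.59 in mannitol and 3.02 in pH. Its ABA call ended without control replicate 2 or 3 or any ABA array, and its pH call without pH replicate 1.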

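DBP2, a DRE-binding protein, was up-regulated in ABA by 2.37 on the log2 scale (standard error 0.56, adjusted p = 0.00802, limma). It also rose by 2.47 in cold, 3.07 in mannitol and 2.19 in pH, and stood at 0.39 in NaCl (adjusted p = 0.785), a value that was -0.52 without NaCl replicate 2. Of 19 MYB probe sets in the paper's tables, 2 rose and 1 fell in ABA. The alcohol dehydrogenase transcription factor myb/SANT-like protein rose by 1.31 and a duplicated SANT DNA-binding domain protein by 1.30, while a myb family transcription factor fell to -2.08 (adjusted p = 0.00153, 0.0269 and 0.0187). The ABA calls of the duplicated SANT protein and of the factor that fell ended without control replicate 2 and without single ABA arrays, and the pH call of DBP2 ended without control replicate 2 or 3 or either pH array and after median centring.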

TFs such as DRE (Dehydration-Responsive Element)-binding factor 2 and MYB family members were up-regulated in response to ABA. DRE-binding proteins (DREBs) bind to DRE/C-repeat (DRE/CRT) *cis*-acting element in the promoter region of abiotic stress-responsive genes and activate these genes. 

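The platform's annotation names 1 probe set as CBF20 and DREB1C, C-repeat binding factors of the cold response. This probe set rose by 2.24 in cold on the log2 scale (standard error 0.512, adjusted p = 0.0155, limma) and by 1.60 in mannitol (adjusted p = 0.0335). It stood at 1.30 in ABA, 0.77 in NaCl and 0.98 in pH (adjusted p = 0.0764, 0.502 and 0.234), and the NaCl value was -0.06 without NaCl replicate 2. Neither the platform's annotation nor the readable parts of the paper's tables name a probe set as GhDREB1A. The cold call ended without control replicate 3, and the mannitol call without any control or mannitol array and after median centring.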

Consistently, *GhDREB1A* gene was found induced by cold treatment. A glycolate oxidase (glcD) oxidoreductase gene was activated by NaCl treatment and a *G. hirsutum Gibberellin 20-oxidase 1* (*GA20ox1*) was up-regulated by pH treatment. 

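Thiazole biosynthetic enzyme, which makes the thiazole part of vitamin B1, was measured by 1 probe set. Its log2 signal was 4.92 ± 1.32 (SD, n = 3) in control, 9.81 ± 0.567 (SD, n = 3) in ABA, 8.89 ± 0.108 (SD, n = 3) in cold, 9.44 ± 0.975 (SD, n = 3) in NaCl and 10.62 ± 0.411 (SD, n = 2) in pH. The fold changes were 29.6 in ABA, 15.7 in cold, 19.7 in mannitol, 22.9 in NaCl and 51.9 in pH. On the log2 scale they were 4.89 in ABA, 3.97 in cold, 4.30 in mannitol, 4.51 in NaCl and 5.70 in pH (standard error 0.59, and 0.66 for pH, adjusted p = 0.000155, 0.00304, 0.000243, 0.00626 and 0.000109, limma). The rise in NaCl kept its call whichever array was left out, and lost it with the SAM test and with a fit to the control and NaCl arrays alone.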

Interestingly, a gene encoding thiazole biosynthetic enzyme (GeneBank ID: CO076413) was up-regulated over 18 times by all of the five stress conditions, similar result was also reported in other species such as yeast and sunflower [40,41]. Function of more than 40-50% of the identified stress-responsive genes remained unknown. The detail information of above stress-induced and -repressed genes is presented in Table S1.

### Functional classification of the transcripts differentially expressed under various abiotic stresses

 To determine whether the accumulated transcripts were functionally involved in the processes of stress response/defense, we classified the differentially expressed genes according to their putative GO annotation. Since the genes from the 24K Affymetrix cotton genome array were classified into different GO categories, we grouped them into 18 classes according to their percentage of biological process (Figure 2). These categories contained carbohydrate metabolism, stress/defense response, nucleic acid metabolism, amino acid and protein metabolism, nitrogen compound metabolism, transcription, transcriptional regulation, transport facilitation, photosynthesis, thiamin metabolism, lipid metabolism, leaf and root development, reproductive and embryo development, cell growth, hormone, signal transduction, electron transport, and unclassified.

**Figure 2:**
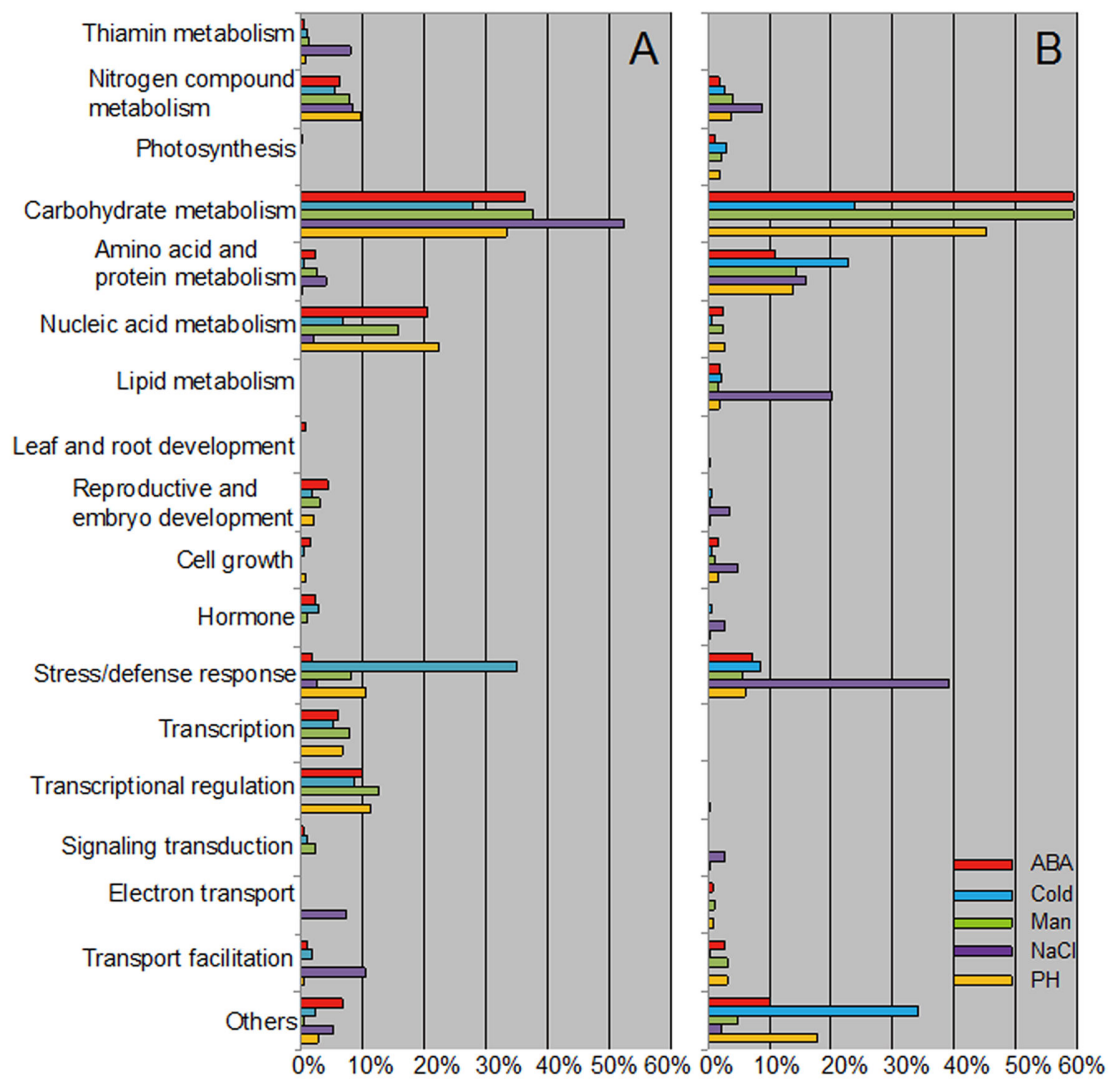
Functional classification of transcripts in cotton seedlings under different abiotic stress conditions. Functional classification of the transcripts was performed using the biological process category of GO Analysis Toolkit and Database for Agricultural Community (http://bioinfo.cau.edu.cn/agriGO/). The x-axis indicates the proportion of the genes expressed in each GO. pH, pH=11; ABA, 1μM ABA; Man, 200mM mannitol; Cold, 4°C; NaCl, 200mM NaCl. The transcripts with fold change greater than 2 or less than 0.5 (only GO term IDs with P ≤ 0.05) were listed. A. up-regulated; B. down-regulated.

Surprisingly, most of the up- and/or down-regulated transcripts (30-60% of the total) were those involved in the carbohydrate metabolism. Furthermore, many of the up-regulated transcripts were those genes for stress/defense response (10-40%), nucleic acid metabolism (10-20%), or transcriptional regulation (≥10%). Most of the down-regulated transcripts were categorized into amino acid and protein metabolism (10-30%), and stress/defense responses (10-40%). It is worth mentioning that quite a number of transcripts involved in thiamin metabolism were up-regulated while none of these genes was down-regulated. 

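Thiamine synthesis is named by 4 probe sets in the paper's tables, 1 for thiazole biosynthetic enzyme and 3 for putative thiamine biosynthesis proteins. All 4 were up-regulated in ABA, cold, mannitol and pH, 3 of them in NaCl, and none was down-regulated in any stress. Adjusted over the list alone, 4 passed in NaCl. The study chose these probe sets on the same arrays, so the counts are not independent evidence of their direction. Carbon fixation and chlorophyll synthesis could not be followed in the same way, because no named probe set matched them.

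**Figure D2:**
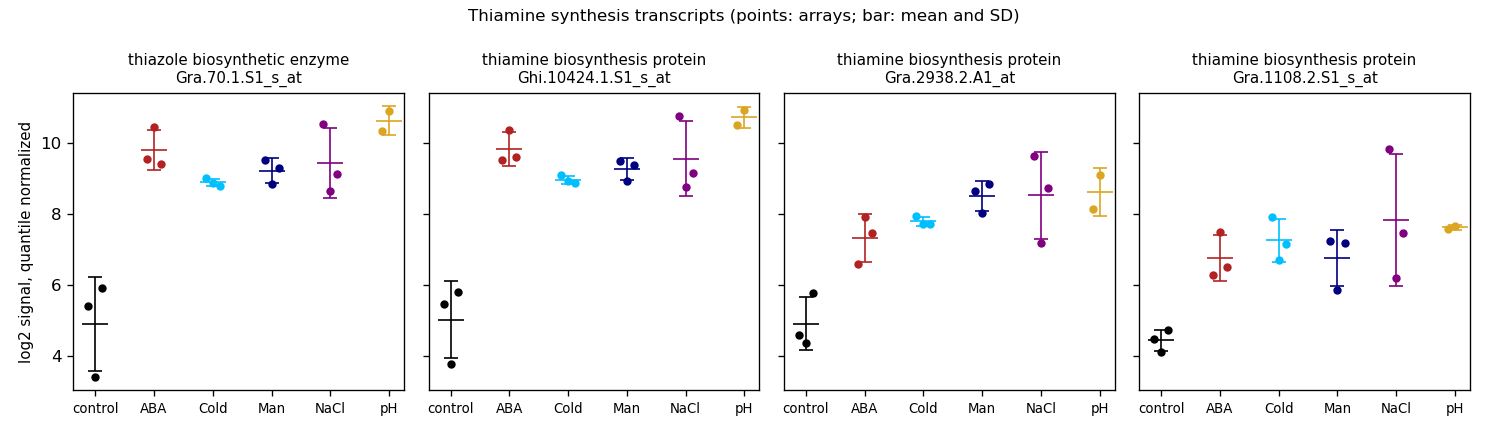
Log2 signals, quantile normalized, of the 4 thiamine synthesis probe sets in each array of control, ABA, Cold, Man, NaCl and pH. Points are arrays and bars show the mean and SD. For thiazole biosynthetic enzyme the control mean is 4.92 and the pH mean 10.62.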

Whereas only down regulation but not up regulation of some photosynthesis genes was found in our data. It suggests that all the abiotic stresses applied in this study can lead to the sudden drop of photosynthesis, and the obvious increase of thiamin as a detoxification factor, as maybe a common mechanism underlying abiotic stress defense of cotton. 

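The photosystems are named by 1 probe set, the photosystem II 44 kDa protein, a core antenna protein of photosystem II. Its log2 fold changes were 1.04 in ABA, -0.13 in cold, 0.63 in mannitol, -0.26 in NaCl and 1.59 in pH (standard error 0.46, and 0.514 for pH). The rise in pH passed the test (adjusted p = 0.0376, limma), and the other 4 values did not (adjusted p = 0.111, 0.885, 0.339 and 0.829). CRR3 and NDH-dependent cyclic electron flow 1, which the paper also places in photosynthesis and electron transport, are given with the common transcripts, and unnamed probe sets for the light reactions could not be identified. The pH call ended without control replicate 1 or 3, mannitol replicate 3 or pH replicate 1, and the ABA value passed with the SAM test.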

The detail information of the GO function category of ABA, cold, drought, salinity and pH stress-inducible genes are available in Table S2.

### Crosstalk among the stresses

In order to identify some common members shared by ABA, cold, drought, salinity and pH, we profiled the transcriptome of cotton seedlings under these conditions. Venn diagrams were constructed and the common differentially expressed genes were identified in all of the five abiotic treatments (Figure 3). 

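Shared up-regulation was counted over the 24029 probe sets. ABA, mannitol and pH shared 1588 up-regulated probe sets, where independent lists of the same lengths would share 39.4, and ABA, cold and NaCl shared 61, where independent lists would share 0.748. The values for independent lists leave out that all stresses were compared with the same 3 control arrays. Among pairs, ABA and mannitol shared 1918, ABA and pH 1793, and mannitol and pH 2090, against 583 for ABA and cold, 64 for ABA and NaCl and 91 for cold and NaCl. Potassium channel AKT1, which takes up potassium in roots, rose by 1.99 in ABA, 2.88 in mannitol and 2.00 in pH on the log2 scale, and chitinase ATEP3 by 2.77 in ABA, 1.70 in mannitol and 2.74 in pH (adjusted p = 5.82e-05, 0.000965 and 0.00012, limma). Without pH replicate 2 the first count was 995. The count for ABA, cold and NaCl was 0 with the SAM test, 345 at unadjusted p, 140 without NaCl replicate 3, over 1.5 times as high without NaCl replicate 2, and 22 to 39 without 1 control array, ABA replicate 2 or 3, 1 mannitol array or NaCl replicate 1.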

Analysis of the overlapping section of the Venn diagram showed that among the up-regulated genes, 1893 were shared in ABA, pH and mannitol treatments, while there were only 83 common up-regulated genes for ABA, cold and NaCl treatments (Figure 3-A). As shown in Figure 3-B, a similar situation occurs in the down-regulated genes, 1356 genes were identified as commonly responsible to ABA, pH and mannitol treatments, however, only 70 common genes showed suppression under ABA, cold and NaCl stresses. 

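Down-regulated in ABA, mannitol and pH alike were 1053 probe sets (28.2 for independent lists), and in ABA, cold and NaCl 14 (0.311 for independent lists). ABA and mannitol shared 1404, ABA and pH 1338, mannitol and pH 1598, ABA and cold 414, ABA and NaCl 19, and cold and NaCl 31. A MYB probe set, which the platform names GHMYB38 among others, fell to -3.18 in ABA, -3.31 in mannitol and -3.50 in pH on the log2 scale, and the expansin EXPA3D, which loosens cell walls, to -1.94 in ABA, -3.29 in mannitol and -3.35 in pH (adjusted p = 0.00115, 2.74e-05 and 7.35e-05, limma). Another probe set with the same MYB synonyms, at a mean log2 signal of 0.447 near the floor of the array, went the other way and passed as a rise in mannitol (2.80, adjusted p = 0.0315). Nitrate reductase, the first enzyme of nitrate assimilation, fell to -2.85 in ABA, -1.51 in cold, -2.41 in mannitol, -2.02 in NaCl and -3.28 in pH. The shared count of ABA, mannitol and pH was 663 without pH replicate 1, 559 without pH replicate 2 and 2226 with the SAM test. The count of ABA, cold and NaCl was 0 with the SAM test, 168 at unadjusted p, 35 and 61 without NaCl replicate 2 or 3 and 1 to 6 without 1 control, ABA or mannitol array, cold replicate 1 or NaCl replicate 1, and calls of nitrate reductase ended in 10 of the 17 omissions of 1 array in NaCl and without control replicate 1 or 2 or cold replicate 3 in cold.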

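Across all 24029 probe sets, the log2 changes of ABA correlated with those of mannitol at r 0.81 and with those of pH at 0.779, and mannitol with pH at 0.836. The values were 0.452 for ABA and cold, 0.345 for ABA and NaCl and 0.561 for cold and NaCl. Unchanged groups compared with the same control arrays gave r of 0.498, 0.448 and 0.446 for the first 3 pairs and of 0.5, 0.501 and 0.503 for the last 3. Covariance exceeded the simulated value by 1.13 for ABA and mannitol, 1.17 for ABA and pH and 1.34 for mannitol and pH. The excess was 0.414 for ABA and cold, 0.149 for ABA and NaCl and 0.3 for cold and NaCl. The simulated r near 0.5 goes with equal spread in control and stress arrays. Real arrays correlated at 0.934 to 0.946 within control but at 0.799 to 0.87 within NaCl. The simulated value may thus be too high, which leaves the small excesses with NaCl uncertain. An offset of the whole control group would also raise the covariance, and was not simulated. NaCl replicate 2 lay with the cold arrays, and without it r was 0.307 for cold and NaCl and 0.271 for ABA and NaCl. The excess over the same simulated values was then 0.132 and 0.136. These are correlations across probe sets, which are not independent replicates.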

The difference between the common members activated or inhibited in above stresses suggested the greater cross-talk among ABA, pH and mannitol than ABA, cold and NaCl. 

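The G protein alpha subunit GPA1 rose by 2.32 in ABA, 1.79 in mannitol and 1.40 in pH on the log2 scale (standard error 0.211, and 0.236 for pH, adjusted p = 2.84e-05, 9e-05 and 0.00116, limma). It stood at -0.01 in cold and 0.13 in NaCl (adjusted p = 0.98 and 0.814). Its other 2 probe sets, A1_at and S1_x_at, rose by 1.96 and 2.01 in ABA, 2.23 and 1.97 in mannitol and 1.70 and 1.48 in pH. NADK1, an NAD kinase that makes NADP, has 2 probe sets: A1_at rose by 1.92 in ABA, 1.54 in mannitol and 1.71 in pH, and S1_s_at by 1.58 in ABA, 1.20 in mannitol and 1.64 in pH. Their values in cold and NaCl did not pass (adjusted p = 0.384 and 0.968 for the first, 0.152 and 0.447 for the other). The pH calls of both NADK1 probe sets ended without control replicate 2 or either pH array, their mannitol calls without control replicate 2, and that of S1_s_at also without control replicate 1 or any mannitol array. The pH calls of the other 2 GPA1 probe sets ended without pH replicate 2.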

We further classified these common members (Table S3) and the results showed that ABA, mannitol and pH stress shared many components in signaling transduction like MPK3, NADK1 (NAD^+^ kinase 1) as well as GPA1 (G Protein Alpha Subunit 1), furthermore, many transcription factors were also commonly up-regulated such as AP2, MYB, zinc finger and WRKY TF family, while ABA, cold and NaCl did not show any significant common signaling pathway. These results indicated that there was a closer relationship between the drought, alkalinity stress and ABA signal transduction pathways in cotton, while cold and NaCl stress might less efficient in the activation of ABA pathways. 

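Compared directly, ABA and mannitol differed at 844 probe sets, ABA and pH at 966, and mannitol and pH at 135. ABA differed from cold at 5125 probe sets and from NaCl at 5184. Cold differed from NaCl at 74 probe sets with NaCl replicate 2, which lay with the cold arrays, and at 4119 without it. The count of 4119 rests on NaCl replicates 1 and 3, and replicate 1 had a deposited trimmed mean of only 18.5. Cold differed from mannitol at 4652 and from pH at 4439, and NaCl from mannitol at 5114 and from pH at 4619. The arrays of ABA, mannitol and pH were also the 8 arrays that the authors deposited at a common trimmed mean, while the control, cold and NaCl arrays were deposited at others, so the 2 sets of arrays differ in deposited scale as well as in treatment. The counts for ABA and mannitol, ABA and pH, and mannitol and pH were 1429, 1618 and 361 without NaCl replicate 2. Without 1 array of the groups compared they fell as low as 296, 246 and 43, and those of cold and NaCl with pH fell to 2060 and 2014 without pH replicate 2 and 2167 and 2368 without pH replicate 1. For cold and NaCl the count was 153 without cold replicate 2 and 9 to 33 without any other 1 array but NaCl replicate 2. From the larger overlap of ABA with mannitol and pH than with cold and NaCl, the paper proposes more cross-talk among the former. It also reports shared signaling components, such as MPK3, NADK1 and GPA1, and transcription factors for ABA, mannitol and pH. For ABA, cold and NaCl it found no significant common signaling pathway. From these results it concludes that the drought and alkalinity responses are closer to ABA signal transduction, and proposes that cold and NaCl activate ABA pathways less.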

Similar results were also reported in previous study on *Arabidopsis* [34]. This was possibly due to the different response to cold, salt and the other stresses in cotton. 

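In total there were 4507 rises in 1 stress with no rise in another, or falls in 1 stress with no fall in another. A probe set that rose in 1 stress and fell in another could count for each direction. ERF022, an ethylene response factor, fell in ABA, and its values elsewhere were -0.61 in cold, 1.19 in mannitol, 0.11 in NaCl and 0.92 in pH on the log2 scale. 1 of 3 probe sets with the synonyms EXPA13D and EXPA4, an expansin, fell to -3.04 in cold and stood at -0.99 in ABA, -1.05 in mannitol, -1.43 in NaCl and 0.24 in pH elsewhere (adjusted p = 0.00173 in cold and 0.0715, 0.0559, 0.107 and 0.72, limma). The other 2 fell to -2.46 and -2.27 in cold but also to -2.67 and -2.92 in pH, and the last to -1.70 in mannitol, so the change was not specific to cold for this expansin as a whole. A transcript named nucleotide binding, picked after the values were seen, rose by 4.27 in cold, against 1.25 in ABA, 0.96 in mannitol, 1.89 in NaCl and 0.54 in pH. Its NaCl value includes NaCl replicate 2, which lay with the cold arrays. A call in 1 stress and not in another does not show that the stresses differ at that probe set.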

We also noticed that large proportion of significant differentially expressed genes were specifically regulated under different stresses, this indicated that some special signaling pathways were correspond to certain stress, although the others were cross-talked in many stresses. We identified some molecular components (Figure 3 and Table S3), only a few of these genes had been characterized in cotton or showed homologous in other species like *Arabidopsis* or rice, their function remained largely unknown, so we could not find any pathway or pattern of these genes, it was expected that the function or characterization of these components would be dissected in details with mutants. 

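Counted by stress, 646 probe sets were up-regulated in ABA alone, 503 in cold, 363 in mannitol, 15 in NaCl and 445 in pH. Those down-regulated in 1 stress alone were 707 in ABA, 658 in cold, 587 in mannitol, 13 in NaCl and 570 in pH. Of 19 probe sets that the platform names as fasciclin-like arabinogalactan proteins of the cell wall, a list added after the annotation was seen, 9 fell in ABA, 0 in cold, 4 in mannitol, 0 in NaCl and 7 in pH by limma, and 1 rose, in mannitol. Camera with an estimated correlation gave an adjusted p = 0.485 for the list in ABA and in pH. In cold and NaCl none of the 19 passed when adjusted over the list alone. The NaCl counts rest on single arrays: 198 rose and 275 fell in NaCl alone without NaCl replicate 2, 32 and 104 without replicate 3, 1 and 8 without replicate 1, and 0 to 3 and 1 to 7 without 1 control, ABA or mannitol array. They were 8 and 12 without cold replicate 1 and 16 and 23 without cold replicate 3. Elsewhere, rises and falls were as low as 381 and 387 in ABA without ABA replicate 1 or 2, 209 and 366 in mannitol without 1 mannitol array and 160 and 266 in pH without 1 pH array, and in cold 229 rose without cold replicate 3 and 266 to 285 rose and 355 to 367 fell without 1 control array. The rises in mannitol alone were 567 without pH replicate 2.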

Among the stresses applied, the most number of genes up- or down-regulated specifically to a stress was 965 or 1114, corresponding to ABA or cold respectively. Sixty-four genes were induced while 62 genes were repressed under all five stresses, and the percentage of these members is low, as 1.97% in ABA, 2.01% in mannitol, 1.89% in pH, 5.2% in cold and 13.3% in NaCl, the detailed information is available as Table S3.

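All 5 stresses shared 52 up-regulated and 11 down-regulated probe sets, where independent lists would share 0.0104 and 0.00353. The shared rises were 1.83% of all up-regulated probe sets in ABA, 1.82% in mannitol, 1.85% in pH, 3.83% in cold and 46.4% in NaCl. Of these probe sets, 18 that rose and 7 that fell stand in Table S4. A tetratricopeptide repeat protein, 3 thiamine synthesis probe sets and a universal stress protein were among those that rose, the last with log2 changes of 1.79 in ABA, 2.49 in cold, 2.09 in mannitol and 3.24 in pH. The NaCl list sets these counts: with the SAM test both were 0, at unadjusted p they were 265 and 115, without NaCl replicate 2 they were 81 and 23, and without NaCl replicate 3 123 and 41. Without 1 control array they were 19 to 33 and 1 to 4, without 1 mannitol array 27 to 30 and 3 to 4, without ABA replicate 2 or 3 they were 29 and 34, and 4 in each, and without NaCl replicate 1 they were 34 and 3. The shared rises were 33 without pH replicate 2, and the shared falls 4 without ABA replicate 1 or cold replicate 1 and 7 without pH replicate 1.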

**Figure 3:**
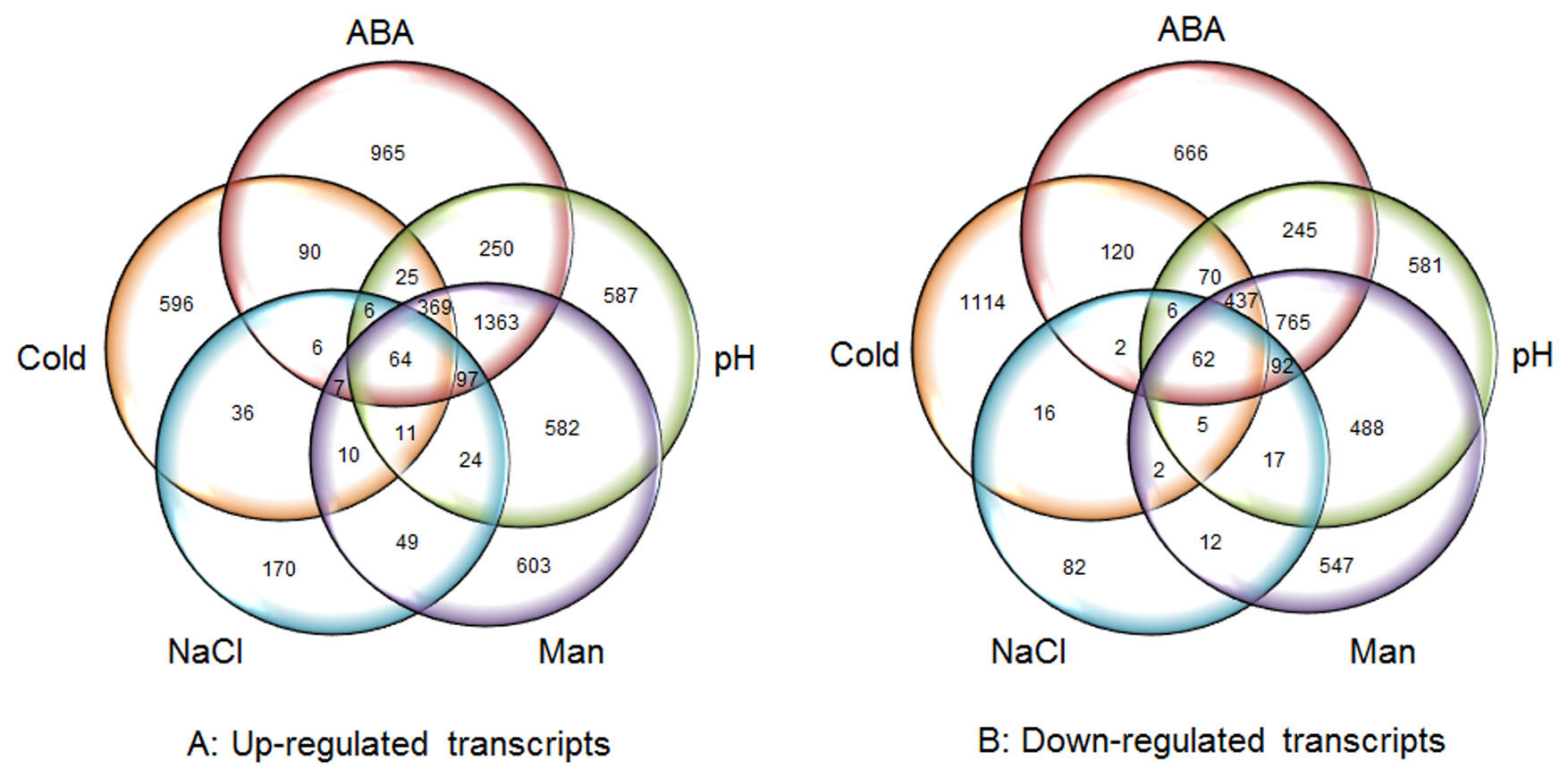
Venn diagram of transcripts identified as up (A) and down (B) regulated in cotton seedings under different abiotic stress conditions. pH, pH=11; ABA, 1μM ABA; Man, 200mM mannitol; Cold, 4°C; NaCl, 200mM NaCl.

### Characterization of common differentially expressed genes

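Every one of the 64 transcripts that Table S4 lists as induced had a positive log2 change in each stress, with medians of 2.09 in ABA, 2.12 in cold, 2.45 in mannitol, 1.55 in NaCl and 2.51 in pH. Of these 64, 54 passed the test in ABA, 55 in cold, 58 in mannitol, 19 in NaCl and 57 in pH. For the 62 listed as repressed the medians were -2.02, -1.82, -2.15, -1.27 and -2.29, and 37, 27, 39, 7 and 42 passed. All 62 were negative in ABA, cold, mannitol and pH, and 60 were in NaCl. Among the induced, 18 passed in 5 stresses, 26 in 4, 12 in 3, 6 in 2, 1 in 1 and 1 in 0, and among the repressed 7, 14, 13, 7, 8 and 13. The study chose the list on these arrays, so the signs are not independent evidence. In NaCl, 50 and 25 passed at unadjusted p, 0 and 0 with the SAM test and 31 and 9 without NaCl replicate 2. Elsewhere the SAM test passed 55 induced and 59 repressed in ABA, 55 and 28 in cold, 60 and 60 in mannitol and 60 and 60 in pH.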

The common 64 induced and 62 repressed genes were identified and listed (Figure 3, Table S4). In these common genes, 29 induced and 30 repressed genes had been characterized in cotton or showed homologous in other species, like *Arabidopsis* or rice. The differentially expressed transcripts in response to ABA, cold, drought, salinity and pH stress were predicted to encode various functional and regulatory proteins involved in signal transduction, transcription regulation, stress defense/response, secondary metabolism and transport facilitation (Table 1, Table S4). 

**Table 1:** No. of transcripts involved in different functional groups commonly changed under ABA, cold, drought, high-salinity and pH stress.

Putative Function	No.	Description
	**Up-regulated transcripts**	
Rector-like protein kinase	2	alpha-glucan water dikinase 1, alpha-glucan water dikinase 1
Protein phosphatase	2	Protein phosphatase 2C 77, protein phosphatase 2C 12
Phosphorylase	3	ATPHS2, α-glucan phosphorylase isozyme H, starch phosphorylase
Chaperone protein	2	Chaperone DnaJ-domain containing protein, Tetratricopeptide repeat domain-containing protein
Ubiquitin-fold modifier	1	Ubiquitin-fold modifier 1
Lignin biosynthesis protein	1	Cinnamoyl-CoA reductase like protein
Transcription factor	2	NAC domain containing protein 47, SCPL20
Stress/defense response	4	Bifunctional Nucleases in basal defense response 1, Bifunctional Nucleases in basal defense response 1, SAP domain-containing protein, putative PAP_fibrillin
Detoxification	5	Putative thiamine biosynthesis protein, putative thiamine biosynthesis protein, putative thiamine biosynthesis protein, thiazole biosynthetic enzyme, *Gossypium hirsutum* alcohol dehydrogenase 1
Photosynthesis	1	Chlororespiratory reduction 3
Metabolism	3	Protein like SEX4 1, phenylalanine ammonia-lyase 1, MAR-binding filament-like protein 1
Electron transport system	1	NDH-dependent cyclic electron flow 1
Transporter	2	Copper transporter 1, nitrate transporter 1.5
Unknown protein	35	Unknown protein
	**Down-regulated transcripts**	
Rector-like protein kinase	1	Protein kinase family protein
Protein phosphatase	1	Serine theronine protein phosphatase PP1
F-box protein	2	EID1-like F-box protein 2, EIN3-binding F-box protein 1
Chaperone protein	1	TCP-1/cpn60 chaperonin family protein
Phosphorylase	1	C2 calcium/lipid-binding and phosphoribosyltransferase C-terminal domain-containing protein
Ribosomal protein	1	60S ribosomal protein L4-1
Post-translational modification	1	Carboxypeptidase
Transcription factor	1	Scarecrow transcription factor
Heat shock protein	2	Heat shock protein cognate 70, HSP20 family protein
Hormone	3	DELLA protein RGA, putative 12-oxophytodienoate reductase, 4-coumarate--CoA ligase-like 7
Stress/defense response	1	Immediate-early salicylate-induced glucosyltransferase
Phototropic response	1	Root phototropism protein 2
Sulfotransferase	1	Flavonol sulfotransferase-like protein
Cell wall biosunthesis	2	Cellulose synthase, pectinesterase 3
Metabolism	6	HXXXD-type acyl-transferase-like protein, putative 3-isopropylmalate dehydratase large subunit, beta-xylosidase 1, glucan endo-1,3-beta-D-glucosidase, OSJNBa0088H09.3, Nitrate reductase (NADH)
Transporter	2	Nitrate transporter 1.4, nitrate transporter 1.4
Other	3	Leucine-rich repeat-containing protein, putative elongation factor 2, putative elongation factor 2
Unknown protein	32	Unknown protein

### Signal transduction

As expected, the genes functional in signal transduction were the most since different abiotic stress share overlapping signal transduction pathways in many steps. Thirteen of 29 commonly induced and 11 from the 30 commonly repressed transcripts took roles in signal transduction and regulation of gene expression under abiotic stress. The first group of genes included kinases, phosphatases, calcium-binding proteins and proteases which were previously shown involved in stress signal transduction. 

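Alpha-glucan phosphorylase isozyme H, which releases glucose 1-phosphate from alpha-glucans, rose 74.4 fold in ABA, 106 fold in cold, 165 fold in mannitol and 196 fold in pH. These are log2 changes of 6.22 in ABA, 6.73 in cold, 7.37 in mannitol and 7.61 in pH (standard error 1.01, and 1.13 for pH, adjusted p = 0.000949, 0.0031, 0.000241 and 0.000525, limma). In NaCl the fold was 12.7 and did not pass (adjusted p = 0.116), and it passed without NaCl replicate 2 (log2 change 1.99, adjusted p = 0.0375) or replicate 3. The log2 signal of alpha-glucan phosphorylase isozyme H was 12.11 in NaCl replicate 2, 7.45 and 6.73 in NaCl replicates 1 and 3 and 11.34 to 12.16 in the cold arrays.

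**Figure D3:**
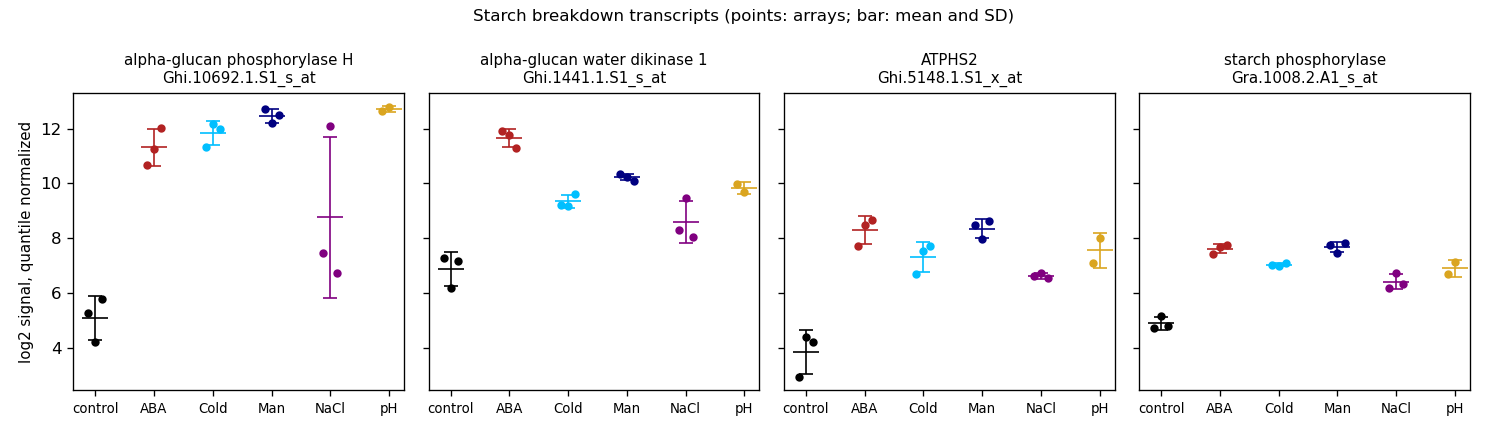
Log2 signals, quantile normalized, of 4 starch breakdown probe sets in each array of control, ABA, Cold, Man, NaCl and pH. Points are arrays and bars show the mean and SD. For phosphorylase H 1 NaCl array, replicate 2, lies apart from the other 2.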

An alpha-glucan phosporylase isozyme H [42] was up-regulated over 20 times by ABA, cold, drought, salinity and pH. 

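Of 9 probe sets for starch breakdown in the paper's tables, 8 were up-regulated in ABA, 8 in cold, 8 in mannitol, 2 in NaCl and 7 in pH, and none fell. Adjusted over the list alone, 8, 9, 8, 8 and 7 passed, and without NaCl replicate 2 the NaCl count was 5. Alpha-glucan water dikinase 1, which phosphorylates starch before its breakdown, has 2 probe sets. The S1_s_at probe set rose by 4.77 in ABA, 2.46 in cold, 3.34 in mannitol and 2.95 in pH on the log2 scale and the A1_s_at probe set by 4.44 in ABA, 2.90 in cold, 3.21 in mannitol and 2.73 in pH (adjusted p = 1.22e-05, 0.00312, 5.83e-05 and 0.000382 for the first, limma). In NaCl they stood at 1.72 and 1.45 (adjusted p = 0.0531 and 0.184). ATPHS2 rose in all 5 stresses, by 4.43 in ABA, 3.45 in cold, 4.50 in mannitol, 2.78 in NaCl and 3.70 in pH (adjusted p = 0.0138 in NaCl), as did starch phosphorylase, by 2.73 in ABA, 2.13 in cold, 2.79 in mannitol, 1.52 in NaCl and 2.02 in pH (adjusted p = 0.0106 in NaCl). The study picked these probe sets on the same arrays, so the counts are not independent evidence. Both NaCl calls ended with the SAM test, and the S1_s_at probe set of the dikinase passed in NaCl without NaCl replicate 2 or 3, while the A1_s_at probe set stood at 0.82 without NaCl replicate 2 (adjusted p = 0.22).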

We also characterized two alpha-glucan water dikinase 1 [43], and AtPHS2 (alpha-glucan phosporylase), a phosphorylase transferase, all of them were up-regulated over 5 times by these five stress conditions, especially over 10 times by ABA, they were all starch-related and involved in the signal transduction of abiotic stress in *Arabidopsis*. 

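The CCR-like transcript rose by 2.49 in cold, 1.76 in mannitol and 2.45 in pH on the log2 scale (standard error 0.325, and 0.363 for pH, adjusted p = 0.0021, 0.00163 and 0.000525, limma). In ABA it stood at 0.92 and in NaCl at 1.50, values that did not pass (adjusted p = 0.0506 and 0.0539). The ABA value passed without ABA replicate 1 and the NaCl value without NaCl replicate 3.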

A Cinnamoyl-CoA reductase (CCR-like protein) was found activated in all of the five stress conditions. It was reported that, OsCCR1 is a key enzyme in lignin biosynthesis, and functions as an effector of the small GTPase Rac in defense response in rice [44]. Protein phosphatase (PP) is a type of phosphoprotein cascade, with the function to inactivate the phosphoprotein. There are four subunits in PP, and each one has different interaction partners, while PP2B and PP2C are Ca^2+^-dependent. In our results, we found two well-known ABA signal transduction components, PP2C 77 and PP2C 12, were commonly up-regulated [45,46]. 

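Protein phosphatase 2C 77, a phosphatase that acts downstream of ABA receptors, rose by 1.56 in ABA, 2.63 in cold and 2.80 in mannitol on the log2 scale (standard error 0.512, adjusted p = 0.0384, 0.00853 and 0.00157, limma). It stood at 2.19 in NaCl and 1.50 in pH (adjusted p = 0.0712 and 0.0708). Table 1 names PP2C 12 without a probe set, and Table S4 lists a second phosphatase of type 2C among the common transcripts. This probe set rose by 1.51 in ABA, 1.61 in cold, 1.60 in mannitol and 1.68 in pH and stood at 1.48 in NaCl (adjusted p = 0.0862). The ABA call of PP2C 77 ended in 8 of the 17 omissions of 1 array, and the NaCl value of both passed without NaCl replicate 3. The cold call of the second phosphatase ended without control replicate 1 or 3 or cold replicate 3, and its pH call without either pH array.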

EID1 (Empfindlicher im Dunkelroten Licht 1) is an F-box protein that functions as a negative regulator in phytochrome A (phyA)-specific light signaling [47,48]. Ethylene insensitive 3 (EIN3) is a key transcription regulator mediating ethylene signaling [49,50], EBF1 (EIN3-binding F-box protein 1) and EBF2 interact with EIN3 directly for the ubiquitination and proteolysis of EIN3 [51]. These genes are ubiquitin-protein related but play an important role in the signal transduction of cotton abiotic stress [33]. Serine threonine protein phosphatase PP1 is a highly regulated family of serine/threonine phosphatases required in cell growth and signaling [52,53]. The immediate-early salicylate-induced glucosyl transferase was important not only in biotrophic stress but also for wounding stress [54]. Down-regulation of these genes suggested the crosstalk of stress response in above pathways. 

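EID1-like F-box protein 2, of phytochrome A signaling, fell to -1.45 in ABA, -1.90 in cold, -1.85 in mannitol and -2.14 in pH on the log2 scale, and protein phosphatase PP1 to -1.95 in ABA, -1.81 in cold, -1.98 in mannitol and -2.50 in pH (adjusted p = 0.0233, 0.0146, 0.00637 and 0.00619 for the first and 0.00827, 0.0239, 0.00704 and 0.00418 for PP1, limma). The salicylate-induced glucosyltransferase fell to -3.09 in ABA, -3.68 in mannitol and -3.24 in pH and stood at -1.66 in cold (adjusted p = 0.222). In NaCl the 3 stood at -1.04, -0.86 and -2.50 (adjusted p = 0.281, 0.405 and 0.202). EBF1, which targets EIN3 for breakdown, had values of -3.32 in ABA, -2.35 in cold, -2.30 in mannitol, -2.57 in NaCl and -4.43 in pH, none of which passed (standard error 1.48, adjusted p = 0.114, 0.316, 0.274, 0.438 and 0.0664). EBF1 passed in ABA, mannitol and pH with the SAM test and in ABA and pH without cold replicate 3. Calls that ended without 1 control array or 1 array of the stress were EID1-like in ABA and pH, PP1 in cold and pH, and the glucosyltransferase in ABA and pH.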

In addition to the stress signal transduction cascades, the second group featured as genes functioning as cofactors. A Chaperone DnaJ-domain containing protein (Genebank ID: AI727487) [55], a Tetratricopeptide repeat (TPR) protein [56,57] and a ubiquitin-fold modifier 1 (Ufm1) [58] were also identified as commonly up-regulated members, these proteins do not transduce signals directly but work as cofactors in stress tolerance, developmental process, or ER stress. 

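The chaperone DnaJ-domain protein, a partner of Hsp70, rose by 3.70 in ABA, 1.47 in cold, 2.82 in mannitol, 1.93 in NaCl and 3.28 in pH on the log2 scale (adjusted p = 2.85e-05, 0.0158, 9.81e-05, 0.0273 and 0.000108, limma). The tetratricopeptide repeat protein rose by 2.03 in ABA, 2.51 in cold, 4.90 in mannitol, 2.86 in NaCl and 3.33 in pH (standard error 0.296, and 0.331 for pH, adjusted p = 0.0015 in NaCl). Ubiquitin-fold modifier 1, a ubiquitin-like protein tag, rose by 2.04 in ABA, 2.27 in mannitol and 2.27 in pH and stood at 0.97 in cold and 0.75 in NaCl (adjusted p = 0.105 and 0.373). The NaCl call of DnaJ ended without any control array, mannitol replicate 3 or NaCl replicate 1, and its cold call without control replicate 2 or cold replicate 3. The NaCl calls of DnaJ and of the repeat protein ended with the SAM test.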

A heat shock protein cognate 70 (Hsp70) [59], a member of small heat shock protein or HSP20 family [60] and a TCP-1 (T-complex protein 1) /cpn60 chaperone family protein [61] were repressed by all five stresses, it means that these proteins were likely involved in stress response, besides their roles in immune sensing, hypersensitive response or protein folding. 

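A transcript of the HSP20 family, small heat shock proteins that hold unfolded proteins, fell to -3.65 in ABA, -2.64 in cold, -5.25 in mannitol, -4.30 in NaCl and -4.38 in pH on the log2 scale (standard error 0.722, and 0.807 for pH, adjusted p = 0.00299, 0.0306, 0.000249, 0.0238 and 0.00201, limma). Another HSP20 family transcript rose by 4.22 in ABA, 3.52 in cold, 2.94 in mannitol and 3.42 in pH (adjusted p = 0.00129, 0.0105, 0.00903 and 0.00848). The TCP-1 chaperonin fell to -2.06 in mannitol and -2.09 in pH and stood at -1.64 in ABA, -1.41 in cold and -0.64 in NaCl (adjusted p = 0.0549, 0.132 and 0.643). Hsp70 had values of -1.84 in ABA, -3.58 in cold, -1.33 in mannitol, -0.90 in NaCl and -1.17 in pH, none of which passed (adjusted p = 0.446, 0.171, 0.592, 0.836 and 0.689). Of 11 heat shock and chaperone probe sets in the paper's tables, 3 rose and 1 fell in ABA, 2 and 1 in cold, 3 and 3 in mannitol, 1 and 1 in NaCl, and 3 and 2 in pH. Hsp70 passed in ABA and mannitol with the SAM test and in cold without cold replicate 2, and TCP-1 passed in ABA with SAM. The HSP20 calls ended without control replicate 1 or 3 in NaCl and cold, and TCP-1 calls without control replicate 2 or 3 or single arrays of the stress.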

The 60S ribosomal protein L4A can be directly regulated by auxin and the exogenous application of auxin results in vacuolar trafﬁcking defects of plants [62,63]. The carboxypeptidase is functional in post-translational modification [64,65] and the leucine-rich repeat-containing protein are involved in the formation of protein-protein interaction and signaling [66]. 

Stress response of plant is often mediated by phytohormones such as ABA, ethylene (ET), salicylic acid (SA), jasmonic acid (JA) and gibberellin (GA), it is believed that there is crosstalk between stress adaption/response and hormone regulation pathways, although the hormones may participate in stress reaction independently, synergistically or antagonistically [67]. Consistently, we found that many genes involved in the metabolism of GA and JA were repressed by all five stress conditions. These genes were DELLA protein RGA, 4-coumarate--CoA ligase-like 7 and putative 12-oxophytodienoate reductase [68-70].

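4-coumarate-CoA ligase-like 7 fell to -1.84 in ABA, -2.19 in mannitol and -2.72 in pH on the log2 scale (adjusted p = 0.0135, 0.00483 and 0.00306, limma) and stood at -1.30 in cold and -0.42 in NaCl (adjusted p = 0.0926 and 0.715). 12-oxophytodienoate reductase, of jasmonate synthesis, fell to -3.24 in cold (standard error 0.915, adjusted p = 0.0348) and had values of -1.09 in ABA, -1.65 in mannitol, -1.40 in NaCl and -1.61 in pH elsewhere that did not pass (adjusted p = 0.408, 0.204, 0.495 and 0.274). DELLA protein RGA, a repressor of gibberellin responses, stood at -0.85 in ABA, -0.90 in cold, -0.84 in mannitol, 0.12 in NaCl and -1.37 in pH, none of which passed (adjusted p = 0.34, 0.367, 0.344, 0.949 and 0.168), and the pH value alone passed with the SAM test and without cold replicate 3. A lipoxygenase, at the start of jasmonate synthesis, rose by 1.66 in ABA, 1.86 in cold, 2.30 in mannitol and 2.06 in pH, and allene oxide cyclase AOC2 by 3.12 in ABA. Of 7 jasmonate and ethylene synthesis probe sets, 4 rose in ABA, 2 in cold, 3 in mannitol, 1 in NaCl and 3 in pH, and 1 fell, in cold. The ABA call of the ligase ended without control replicate 3 or ABA replicate 2, the cold call of the reductase ended without any control array, and it passed in ABA, mannitol and pH with the SAM test.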

### Transcription factor

TFs function as key modular players in stress perception. In our results, two TFs were identified as commonly up-regulated, they were NAC domain containing protein 47 [71], and SCPL 20, a serine carboxypeptidase with a NAC domain that active in the regulation of wood formation in poplar and defense responses against biotic and oxidative stress in rice [72]. 

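NAC domain containing protein 47, a transcription factor, rose by 1.60 in ABA, 3.41 in cold, 1.98 in mannitol and 2.24 in pH on the log2 scale (adjusted p = 0.042, 0.00382, 0.0158 and 0.0166, limma) and stood at 1.93 in NaCl (standard error 0.539, adjusted p = 0.12). SCPL20, named serine carboxypeptidase, rose in all 5 stresses, by 1.89 in ABA, 2.19 in cold, 1.44 in mannitol, 2.49 in NaCl and 1.68 in pH (adjusted p = 0.00265, 0.00467, 0.011, 0.0138 and 0.00986). Without NaCl replicate 2 the NaCl change of SCPL20 was 3.03 (adjusted p = 0.000197) and that of NAC 47 was 1.12 (adjusted p = 0.0846). The ABA call of NAC 47 ended in 11 of the 17 omissions of 1 array, its mannitol call ended without control replicate 2 or mannitol replicate 2 and its pH call without control replicate 2 or either pH array, and the NaCl and mannitol calls of SCPL20 ended without control replicate 1.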

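Protein scarecrow, a GRAS factor of root radial patterning, fell to -2.03 in ABA, -2.98 in cold, -1.93 in mannitol and -2.41 in pH on the log2 scale (standard error 0.533, and 0.596 for pH, adjusted p = 0.0135, 0.0063, 0.0171 and 0.0108, limma). In NaCl it stood at -1.60 (adjusted p = 0.184). Of the 5 NAC probe sets in the paper's tables, 1 rose in ABA, 1 in cold, 1 in mannitol, 0 in NaCl and 2 in pH, and none fell by limma, but the study chose them on these arrays. Of 12 NAC probe sets that the platform names, a list added after the annotation was seen, 1 rose in ABA, 1 in cold, 1 in mannitol, 0 in NaCl and 2 in pH, and NAC7 fell to -1.02 in mannitol and -1.20 in pH (adjusted p = 0.0239 and 0.0205). The NAC lists were matched separately by name and may share probe sets, so they are not separate evidence. NAC domain containing protein 74 rose by 2.12 in pH (adjusted p = 0.0366), and without NaCl replicate 2 it also rose in NaCl, by 1.72 (adjusted p = 0.0103). The ABA and mannitol calls of scarecrow ended without control replicate 2 or single arrays of the stress, its pH call ended without pH replicate 1, the pH call of NAC 74 ended without control replicate 1 or 3 or either pH array, and calls of NAC7 ended in mannitol without any control or mannitol array and in pH without control replicate 3 or pH replicate 2.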

A scarecrow (SCR) TF (Protein ID: NP_190990.1) was found commonly repressed [73], it suggested that NAC TF family maybe a kind of common factor that regulated the downstream genes to improve the adaption to various abiotic stresses.

### Stress response/defense

The third portion covered the functional proteins that might take roles in stress tolerance. Bifunctional Nucleases (BFNs) have both RNase and DNase activities. Two BFNs in basal defense response 1 (BBD1) from *Oryza minuta* and *Arabidopsis*, OmBBD1 and AtBBD1 respectively, were investigated recently, and it was reported that these two proteins took regulatory roles in ABA-mediated callose deposition to set up an initial defense barrier against pathogenesis [74]. Interestingly, we found 2 BBD1 proteins from our microarray data, it suggests the existence of shared defensing pathways and transduction signals to abiotic and biotic stresses in plant. 

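BBD1, a bifunctional nuclease of the basal defense response, was measured by 2 probe sets, which share a cluster number on the array so that they are not independent measures. The A1_x_at probe set rose by 2.38 in ABA, 2.71 in cold, 2.65 in mannitol and 3.22 in pH on the log2 scale and the S1_s_at probe set by 2.80 in ABA, 3.23 in cold, 2.73 in mannitol and 3.65 in pH (adjusted p = 0.00366, 0.0064, 0.00161 and 0.00119 for the first and 0.000957, 0.00248, 0.000885 and 0.00037 for the other, limma). In NaCl they stood at 1.69 and 2.02 (standard error 0.487 and 0.455, adjusted p = 0.132 and 0.0631). Both passed in NaCl without NaCl replicate 3, which leaves the cold-like replicate 2 among the 2 arrays, and neither did without NaCl replicate 2, at 1.03 and 1.45 (adjusted p = 0.129 and 0.0501).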

There were three putative thiamine biosynthesis proteins induced by the above stresses (Table 1), vitamin B1 (thiamine) is a player during plant adaptation to stresses, mainly oxidative stress [75,76]. 

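Of the 3 putative thiamine biosynthesis proteins, the first rose 27.9 fold in ABA, 15.3 fold in cold, 18.9 fold in mannitol, 23.2 fold in NaCl and 51.9 fold in pH (log2 changes 4.80, 3.94, 4.24, 4.53, 5.70, adjusted p = 8.92e-05, 0.00245, 0.000139, 0.00512 and 5.74e-05, limma). A second rose by 2.41 in ABA, 2.88 in cold, 3.59 in mannitol, 3.61 in NaCl and 3.70 in pH on the log2 scale, and its NaCl call (adjusted p = 0.0171) ended without control replicate 1 or 2. The third rose by 2.32 in ABA, 2.81 in cold, 2.32 in mannitol and 3.18 in pH and stood at 3.38 in NaCl (standard error 0.719, adjusted p = 0.0512). Without NaCl replicate 2 its NaCl change was 4.20 (adjusted p = 0.00623), and it passed without NaCl replicate 3 too. The other calls of the third ended without single control arrays or single arrays of the stress, and the NaCl calls of the first and the second with the SAM test.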

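PAP fibrillin, a plastid lipid-associated protein, rose by 1.75 in ABA, 1.74 in cold, 2.44 in mannitol, 1.75 in NaCl and 2.38 in pH on the log2 scale (adjusted p = 0.00117, 0.00498, 0.000102, 0.0238 and 0.000362, limma). NDH-dependent cyclic electron flow 1, a chloroplast protein, rose by 1.51 in ABA, 3.09 in cold, 2.83 in mannitol and 3.64 in pH, and the MAR-binding filament-like protein by 1.56 in ABA, 1.33 in cold, 1.76 in mannitol and 2.04 in pH. The SEX4-like protein, named after a phosphatase of starch breakdown, rose by 2.35 in ABA, 1.71 in cold and 2.77 in mannitol and stood at 0.74 in pH (adjusted p = 0.148). The SAP domain protein rose by 1.80 in ABA, 1.36 in mannitol and 1.38 in pH and stood at 1.11 in cold (adjusted p = 0.0575). PAL1, the entry enzyme of the phenylpropanoid pathway, rose by 1.84 in ABA, 1.51 in cold and 2.89 in pH and stood at 0.83 in mannitol (adjusted p = 0.0854). In NaCl the last 5 stood at 1.80, 0.96, 1.21, 1.28 and 0.96 and did not pass (adjusted p = 0.0712, 0.259, 0.103, 0.118 and 0.208). Without NaCl replicate 2, SAP passed in NaCl (1.53, adjusted p = 0.0408). The NaCl call of PAP fibrillin ended without any control array or NaCl replicate 1, and single control or stress arrays ended the ABA call of NDH-dependent cyclic electron flow 1, the cold calls of the filament-like protein and PAL1 and the pH call of the SAP domain protein.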

Our results also showed that chlororespiratory reduction 3 (CRR3) [77], thiazole biosynthetic enzyme, the precursor of vitamin B1[78], *G. hirsutum* alcohol dehydrogenase 1 (ADH1) [79], PAP (Plastid-lipid associated protein) fibrillin, MAR-binding filament-like protein 1 (MFP1) [80], NDH-dependent cyclic electron flow 1, protein like Starch Excess 4 (SEX4) 1 [81], SAP domain-containing protein, phenylalanine ammonia-lyase 1 (PAL1) were commonly up-regulated.

### Metabolism

 Many genes involved in cell wall metabolism were repressed by all five stress conditions, such as beta-xylosidase 1 (BXL1) [82], cellulose synthase, pectinesterase 3 (PME3) [83], HXXXD-type acyl-transferase-like protein [84] and putative glucan endo-1 and 3-beta-D-glucosidase[85], they were involved in cell wall modification, cell division or growth .

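Pectinesterase 3, which modifies pectin, fell to -2.62 in ABA, -2.98 in mannitol and -2.80 in pH on the log2 scale, and cellulose synthase to -1.91 in ABA, -2.01 in mannitol and -2.18 in pH (adjusted p = 0.00418, 0.00165 and 0.00554 for the first and 0.0148, 0.0107 and 0.0144 for the other, limma). Beta-xylosidase 1 fell to -2.85 in mannitol, and glucan endo-1,3-beta-D-glucosidase to -1.61 in cold, -2.25 in mannitol and -2.39 in pH. The HXXXD-type acyl-transferase did not pass in any stress by limma (lowest adjusted p = 0.0543, at -3.38 in ABA), but passed in ABA, mannitol and pH with the SAM test. No NaCl value of these 5 passed (limma, adjusted p = 0.385, 0.422, 0.424, 0.113 and 0.498). Of 5 cell wall probe sets in the paper's tables, which were chosen on these arrays, 2 fell in ABA, 0 in cold, 3 in mannitol, 0 in NaCl and 2 in pH, and adjusted over the list alone 2, 2, 3, 0 and 2. Of 7 expansin probe sets that the platform names, a list added after the annotation was seen, 3 fell in ABA, 3 in cold, 3 in mannitol, 0 in NaCl and 5 in pH, and 4, 4, 5, 1 and 5 over the list alone. Limma's camera test, with its preset correlation, ranked the expansins low in ABA, cold, mannitol and pH (adjusted p = 0.0287, 0.0121, 0.0145 and 0.0121 over 80 lists and stresses, and adjusted p = 0.41 in each with an estimated correlation). Of the 80 tests 10 passed with the preset and 0 with the estimated correlation. Calls of cellulose synthase ended without control replicate 2 in ABA and pH, that of beta-xylosidase 1 without control replicate 3 or mannitol replicate 3, and the cold call of the glucosidase without control replicate 1 or 3 or cold replicate 1.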

### Transporter facilitation

 There were several genes encoding transporters, such as a copper transporter 1 (COPT1) [86] and a nitrate transporter (NRT) 1.5 [87], were commonly up-regulated, while two NRT 1.4 were commonly down-regulated. 

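The 2 NRT 1.4 probe sets, for a nitrate transporter, fell to -3.32 in ABA, -3.98 in mannitol and -4.19 in pH (S1_at) and to -3.53 in ABA, -3.89 in mannitol and -4.05 in pH (A1_at) on the log2 scale (adjusted p = 0.00449, 0.00132 and 0.00231 for the first and 0.00174, 0.000812 and 0.00156 for the other, limma). In cold they stood at -2.21 and -2.07 (adjusted p = 0.0556 and 0.049), and in NaCl at -1.92 and -1.70 (adjusted p = 0.225 and 0.234). COPT1, a copper transporter, rose by 1.90 in cold and 1.19 in mannitol and stood at 0.63 in ABA, 1.30 in NaCl and 0.89 in pH (adjusted p = 0.245, 0.139 and 0.149). NRT 1.5, which loads nitrate into the xylem, rose by 2.12 in cold and 2.81 in pH and stood at 1.35 in ABA, 1.54 in mannitol and 2.32 in NaCl (adjusted p = 0.112, 0.0717 and 0.0941). Without NaCl replicate 2, NRT 1.5 passed in NaCl (2.59, adjusted p = 0.0489). The cold call of the A1_at probe set of NRT 1.4 ended in 12 of the 17 omissions of 1 array, the cold call of NRT 1.5 without control replicate 1 or 3 or cold replicate 2 or 3, its pH call without pH replicate 2, and the mannitol call of COPT1 without any control or mannitol array and after median centring.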

Transporters play an important role in ion homeostasis and detoxification of toxic metal ions, no report about their roles in stress response/defense has been found previously, so it is worthy of further investigation. 

### Quantitative real-time PCR validation

In order to validate differentially expressed genes identified from microarray analysis, we repeated the stress treatments and isolated RNA from samples. Nine interesting genes that were commonly regulated under all of the five stresses were selected for validation with qRT-PCR. 

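Over 9 probe sets and 5 stresses, 36 of 45 array comparisons passed the test. CRR3, for assembly of the chloroplast NDH complex, rose 3.57 fold in ABA, 13.3 fold in cold, 4.47 fold in mannitol and 7.79 fold in pH (adjusted p = 0.0299, 0.00326, 0.0136 and 0.00507, limma). In NaCl its fold was 4.96 (adjusted p = 0.086). Alcohol dehydrogenase 1, an enzyme of fermentation at low oxygen, rose by 1.82 in ABA, 1.73 in cold, 2.71 in mannitol, 1.99 in NaCl and 1.77 in pH on the log2 scale (standard error 0.309, and 0.345 for pH, adjusted p = 0.00122, 0.00633, 7.08e-05, 0.0154 and 0.00289). The NaCl call of alcohol dehydrogenase 1 ended without control replicate 1 or 3 and with the SAM test. The ABA call of CRR3 ended without control replicate 2 or ABA replicate 2 or 3, its mannitol call without mannitol replicate 1, and its pH call without pH replicate 2.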

Four commonly induced transcripts for CRR3 (Ghi.1545.1.S1_at), GhADH1 (Ghi.8046.1.S1_at), putative thiamine biosynthesis protein (Ghi.10424.1.S1_s_at), NAC domain containing protein (Ghi.6538.1.S1_at) and five commonly repressed transcripts encoding NRT1.4 (Gra.2247.1.S1_at), SCR TF (Protein ID: NP_190990.1) (Gra.1312.2.S1_s_at), a HSP20 family protein (Ghi.9308.1.S1_at), immediate-early salicylate-induced glucosyltransferase (Ghi.9820.2.S1_s_at), pectinesterase 3 (Gra.1483.2.S1_at) were verified with qRT-PCR (Figure 4, Table S5). Comparison of the results from qRT-PCR analysis revealed the consistent expression pattern with our microarray data, and the Person’s correlation coefficient between the two sets of data was between 0.4 and 0.9 (Figure 4, Table S5).

**Figure 4:**
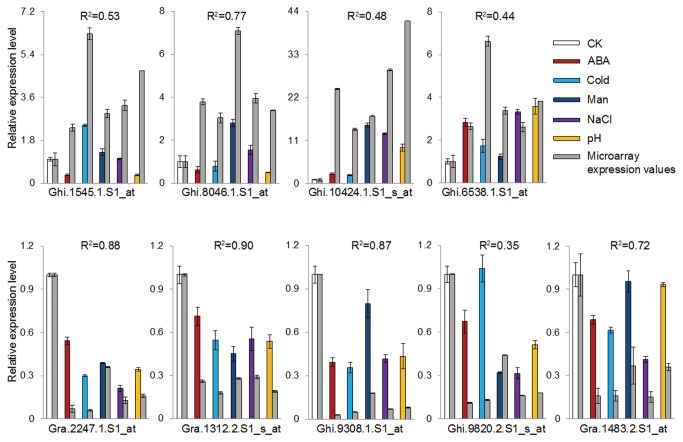
Quantitative real-time PCR validation for selected transcripts. The columns indicate the qRT-PCR values of CK (white bar), ABA (red bar), Cold (light blue bar), Man (dark blue bar), NaCl (purple bar) and pH (yellow bar), respectively. The columns (grey bar) indicate the relative microarray expression value of crossponding stress treatment. CK, control plants; pH, pH=11; ABA, 1μM ABA; Man, 200mM mannitol; Cold, 4°C; NaCl, 200mM NaCl.

### TFs responsible to ABA, cold, drought, salinity and pH stress

There are a large number of TFs encoded by plant genome to perceive and mediate response to environmental changes. These TFs act as the earliest and vital players during stresses [88]. Genome-wide transcriptome analysis revealed that a number of TFs were induced or repressed in response to diverse abiotic stresses. Among the genes induced by ABA, cold, drought, salinity or pH, we found several TF families, suggesting that various transcriptional regulatory mechanisms were active in stress signal transduction pathways (Table 2, Table S6). Stress-activated or repressed TF genes were identified from 10 different families including WRKY, NAC, MYB, AP2-ethylene (AP2/ERF), and C2H2 like zinc finger, auxin response factor (ARF), G-box, bHLH, bZIP, and TCP. 

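Of the transcription factors that Table S6 lists for ABA, 49 of 79 listed as induced and 11 of 28 listed as repressed passed the test. WRKY factors made up 10 of those that rose, out of 15 listed. WRKY31 rose by 3.20 on the log2 scale (standard error 0.459, adjusted p = 0.000437, limma), WRKY19 by 2.65 and WRKY41 by 1.72. All 5 auxin response factors listed passed, with ARF6 at 1.84, and 4 of 5 bZIP factors, with bZIP44 at 2.24. Of 6 AP2-ERF factors listed as repressed 2 passed: ERF022 fell to -2.62 (adjusted p = 0.00455) and ERF071 to -1.40. The study chose these lists on the same arrays. The call of ERF071 ended without any control array, ABA replicate 1 or 2 and after median centring, and 6 of the 6 passed with the SAM test.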

In ABA stress network, 15 WRKY genes were induced, 6 ethylene genes were repressed, corresponding to 19% and 21.4% of all ABA-induced and repressed TFs respectively. For cold stress response, 14 AP2-ethylene and 13 C2H2 like zinc finger genes were induced, 4 MYB genes and 3 bZIP genes were repressed, taking 50% and 24.1% of all cold-induced and repressed TFs. 

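In cold, 28 of 54 transcription factors listed as induced and 15 of 29 listed as repressed passed the test. Of 13 C2H2 zinc finger entries 7 rose: STZ/ZAT10, a salt tolerance zinc finger, by 3.77 (S1_s_at) and 1.78 (A1_s_at) on the log2 scale, and NFXL1 by 3.37 (adjusted p = 0.0152, 0.012 and 0.0142, limma). Of 14 AP2-ERF entries 5 rose, with ERF105 at 2.18 and ERF5 at 1.37 (adjusted p = 0.0158 and 0.0471). WRKY factors passed for 8 of 10 entries, with WRKY40 at 4.49 and WRKY70 at 3.34. Among entries listed as repressed, 2 of 3 MYB factors fell, at -1.94 and -1.47, and 2 of 4 leucine zipper factors, both homeobox-leucine zipper proteins, ATHB-6 at -1.45 and HAT4 at -1.36. Families were assigned by name, so that the C2H2 entries take in CCCH, NF-X1 and B-box zinc fingers and the bZIP entries take in homeobox-leucine zippers. The call of ERF105 ended without control replicate 1 or cold replicate 3 and that of ERF5 in 13 of the 17 omissions of 1 array.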

There are 18 AP2-ethylene genes, 17 WRKY genes and 11 NAC genes were induced by drought, corresponding to 47.4% of all drought-induced TFs. 

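In mannitol, 57 of 97 transcription factors listed as induced passed the test. AP2-ERF factors passed for 9 of 19 entries: RAP2-4 rose by 2.90 on the log2 scale, RAP2-7 by 1.78 and RAP2-12 by 1.69 (adjusted p = 0.0106, 0.000214 and 0.000259, limma). ERF017 was measured by 2 probe sets, at 5.35 (standard error 1.74, adjusted p = 0.0362), and at 3.72. The mean control log2 signal of the first was 1.265, near the floor of the array, so that the size of its rise is uncertain. WRKY factors passed for 10 of 17 entries, with WRKY4 at 3.22 and WRKY40 at 4.14. C2H2 zinc fingers passed for 7 of 11 entries, and Table S6 lists no NAC factor among those induced by mannitol. The call of the first ERF017 probe set ended without any control or mannitol array, and that of the other without control replicate 3 or mannitol replicate 1 or 3.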

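Table S6 lists 3 AP2-ERF, 3 C2H2 zinc finger and 3 bZIP factors as repressed by NaCl, and 0 of the 9 passed limma's test. CRF3 stood at -3.34 on the log2 scale and ERF2 at -1.02 (adjusted p = 0.328 and 0.399). Zinc finger CCCH20, of the CCCH type, stood at -1.64 and STZ at -1.17, bZIP53 at -1.69 and bZIP60 at -1.30 (adjusted p = 0.107, 0.197, 0.183 and 0.35). Of all 10 entries listed as repressed by NaCl, 5 passed at unadjusted p, 0 with the SAM test and 7 without NaCl replicate 2, among them bZIP53 at -2.58 (adjusted p = 0.0011) and CCCH20 at -2.11 (adjusted p = 0.0157). In pH, WRKY factors passed for 14 of 19 entries, AP2-ERF factors for 8 of 17 and C2H2 zinc fingers for 3 of 10, and of those listed as repressed 2 of 4 C2H2 zinc fingers and 0 of 3 AP2-ERF factors (3 with the SAM test). WRKY4 rose in pH by 3.16 and a WRKY40 probe set by 2.47 (adjusted p = 0.000101 and 0.000381).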

Three ERF genes, 3 C2H2 like zinc finger genes and 3 bZIP genes were repressed by salinity treatment, covering 90% of all salinity-repressed TFs, whereas under pH stress treatment, 19 WRKY genes, 16 AP2-ethylene genes and 10 C2H2 like zinc finger genes were induced, 4 C2H2 like zinc finger genes and 3 ERF genes were repressed, proportioning 36.1% and 30.4% of all pH-induced and repressed TFs respectively. TFs are important regulators primarily involved in the initiation stage of RNA transcription. Recently, several reports have shown up-regulation of these TF families in response to biotic stresses in cotton, and DREB-binding TF gene and ERF TF gene were isolated and identified [31,33,89-91]. 

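Among all 227 probe sets of Table S6, 32 are WRKY factors. Of these 32, 11 were up-regulated in ABA, 12 in cold, 17 in mannitol, 0 in NaCl and 18 in pH, and none was down-regulated by limma (1 fell in ABA and 1 in mannitol with the SAM test). Their median log2 changes were 0.686, 0.922, 1.53, 0.292 and 1.55, and stayed positive in all 5 stresses with the arrays centred on their median and with a trimmed mean scaling. In NaCl 4 WRKY probe sets rose at unadjusted p and 0 with the SAM test. Of the 32 AP2-ERF probe sets, 2 rose in ABA, 8 in cold, 11 in mannitol, 0 in NaCl and 8 in pH, and 2 fell, in ABA. The table holds probe sets the study chose on these arrays, so the direction of a family in it is not independent evidence. The platform names 3 WRKY probe sets, 2 of which are among the 32, and of the 3, 1 rose in ABA, 1 in cold, 2 in mannitol, 0 in NaCl and 3 in pH.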

According to our results, WRKY family was the most highly expressed TF , while ERF was the most important repressed TF that mediating transcription of stress-responsible genes under various abiotic stress conditions, and this was consistent with the repressed genes EID1 and EIN3 observed in the commonly inhibited genes, they are the important components of ethylene signaling pathway of stress response [32].These results also suggested that both ABA-dependent and -independent pathways were induced under various stress. However, we only identified 2 transcription factors that were common to all of the 5 kinds of abiotic stress, while more than 30 transcription factors were common to ABA, drought, cold and alkalinity stress (Table S6), this suggested that there was possibly a TF network to regulate various stresses including drought, cold and alkalinity, and pathways for different stresses shared cross-talk at many steps. 

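Of the 227 probe sets of Table S6, 11 were up-regulated and 1 was down-regulated in ABA, cold, mannitol and pH alike. Those that rose were 3 probe sets of WRKY40, WRKY31, DBP2, 2 C2H2 zinc fingers, bHLH144, UNE12, TFIIB-2 and NAC 47, and the 1 that fell was scarecrow. The C2H2-like zinc finger protein rose by 3.33 in ABA, 1.24 in cold, 2.72 in mannitol and 2.70 in pH on the log2 scale, and bHLH144 by 1.76 in ABA, 1.29 in cold, 1.98 in mannitol and 1.99 in pH (adjusted p = 3.56e-05, 0.024, 8.39e-05 and 0.000254 for the zinc finger, limma). None of the 227 passed in all 5 stresses by limma. At unadjusted p 3 rose and 1 fell in all 5, and with the SAM test 0 did. Without NaCl replicate 2, 18 rose and 2 fell in ABA, cold, mannitol and pH.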

We did not find much TFs to salinity stress, this was likely due to cotton was more adaptable to salinity than other plants, so that the anti-salinity genes were always on in cotton and not so many TFs were necessary for salinity tolerance or adaption.

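In NaCl, 1 of the 227 transcription factor probe sets of Table S6 passed limma's test. It is STZ/ZAT10, which rose by 1.83 on the log2 scale (standard error 0.379, adjusted p = 0.0461). Of the 5 other probe sets of this name none passed in NaCl by limma, and 1 of them stood at -1.17. At unadjusted p 9 rose and 15 fell, with the SAM test 0 did, and without NaCl replicate 2, 4 rose and 12 fell. Of the entries listed for NaCl itself, 0 of 8 induced passed, among them bHLH137 at 1.62 (adjusted p = 0.103), while 4 passed at unadjusted p, 0 with SAM and 2 without NaCl replicate 2. The call of STZ/ZAT10 ended in 15 of the 17 omissions of 1 array.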

**Table 2:** Summary of differentially expressed transcription factors (TFs) under ABA, cold, drought, high-salinity and pH stress conditions.

**TF family**	**Up-Regulated Transcripts**									
	**ABA**	**%**	**Cold**	**%**	**Mannitol**	**%**	**NaCl**	**%**	**pH**	**%**
WRKY	15	19.0	10	18.5	17	17.5	0	0	19	19.6
NAC	1	1.3	0	0	11	11.3	1	12.5	2	2.1
MYB	6	7.6	6	11.1	8	8.2	1	12.5	8	8.2
AP2-ERF	6	7.6	14	25.9	18	18.6	0	0	16	16.5
C2H2 like Zinc finger	5	6.3	13	24.1	0	0	1	12.5	10	10.3
Auxin response factor	5	6.3	0	0	3	3.1	1	12.5	2	2.1
G-box	3	3.8	2	3.7	2	2.1	1	12.5	3	3.1
bHLH	4	5.1	1	1.9	3	3.1	2	25.0	3	3.1
bZIP	5	6.3	0	0	6	6.2	0	0	4	4.1
TCP	2	2.5	0	0	0	0	0	0	0	0
Other	27	34.2	8	14.8	29	29.9	1	12.5	30	30.9
Total	79	100	54	100	97	100	8	100	97	100
**TF family**	**Down-Regulated Transcripts**									
	**ABA**	**%**	**Cold**	**%**	**Mannitol**	**%**	**NaCl**	**%**	**pH**	**%**
WRKY	1	3.6	0	0	1	6.25	0	0	0	0
NAC	2	7.1	1	3.4	0	0	0	0	1	4.3
MYB	2	7.1	4	13.8	1	6.25	0	0	2	8.7
ERF	6	21.4	0	0	1	6.25	3	30.0	3	13.0
C2H2 like Zinc finger	3	10.7	1	3.4	1	6.25	3	30.0	4	17.4
Auxin response factor	0	0	0	0	0	0	0	0	1	4.3
G-box	1	3.6	0	0	0	0	0	0	0	0
bZIP	1	3.6	3	10.3	1	6.25	3	30.0	2	8.7
bHLH	0	0	2	6.9	0	0	0	0	0	0
TCP	1	3.6	1	3.4	1	6.25	0	0	0	0
Other	11	39.3	17	58.6	10	62.5	1	10.0	10	43.5
Total	28	100	29	100	16	100	10	100	23	100

Percentage refers to the ratio of transcripts of each TF family relative to total up-regulated or down-regulated TFs identified in the microarray data.

## Conclusion

In this study, we identified 3242, 1231, 3179, 480, and 3378 genes induced by ABA, cold, drought, salinity and pH stress, respectively. We further found out 64 or 62 common genes were induced or repressed by these five kinds of stresses simultaneously. Our results indicated that, comparative microarray analysis was a powerful tool for the identification of multiple stress-inducible genes. These results highlighted the existence of crosstalk among ABA, cold, drought, salinity and pH stresses on plants. Most of the commonly changed genes were involved in signal transduction, stress response/defense and metabolism. WRKY family was implicated as a major type of TF involved in the response to ABA, cold, drought, salinity and pH stress of cotton. However, we noticed that the function of a number of these genes still remained unknown. The functional study on stress involved genes is demanded badly, not only for further understanding of the mechanisms underlying stress response and tolerance of plants, but also improving the stress adaption of crops such as cotton by genetic manipulation. 

Based on our microarray results, we will further investigate the function of key genes involved in plant-stress interaction possibly by reverse genetic method. It is no doubt that the transciptome profiling should benefit the isolation of candidate genes, functional analysis, promoter sequences identification, molecular breeding and genetic manipulation of crops. 

## Materials and Methods

### Plant materials and stress treatments

An Upland cotton (*Gossypium hirsutum* L.), C312 (Coker 312) was used in this study at Institute of Genetics and Developmental Biology, Chinese Academy of Sciences (IGDB, CAS). Healthy seeds of cotton were surfacely sterilized with 75% ethanol for 1 minute, and soaked in 10% H_2_O_2_ for 2 hours, followed by washing thoroughly with sterile water, then kept in double distilled water overnight. 

The sterilized seeds were germinated and grown on half strength MS solid medium (Murashige and Skoog medium) [92] for 4 days in a growth chamber of 25°C, 12h photoperiod (white fluorescent light at 500–600 μm m^-2^s^-1^). For abiotic stress treatment, the seeds were raised on the corresponding medium: for ABA treatment, seeds were kept in 1/2 MS+1μM ABA, pH 5.8 for ten days; for cold treatment, seeds were first kept on 1/2 MS, pH 5.8, and 25°C for 8 days, then exposed to 4°C for 2 days; for drought stress, seeds were treated with 200mM mannitol, pH 5.8, and 25°C for 10 days; for salinity stress, seeds were treated with 200mM NaCl, pH 5.8, and 25°C for 10 days; for alkalinity stress (high pH, hereinafter referred to “pH stress”), seeds were kept in 1/2 MS, pH 11, and 25°C for 10 days. The control and stressed plants were used for RNA extraction and the subsequent microarray experiment.

### RNA isolation

The seedlings of 14-day after germination were harvested and immediately frozen in liquid nitrogen. A modified LiCl method [93] was used for RNA isolation. The total RNA was checked with a NanoDrop ND-1000 spectrophotometer followed by gel electrophoresis, while the intactness of RNA was verified by Agilent 2100 Bioanalyzer.

### Microarray hybridization and data analysis

For the microarray experiment, RNA was pooled from the three biological replicates based on each abiotic treatment. Cleaned total RNAs from each of the six samples, including control, ABA, cold, Mannitol, NaCl as well as pH stress were sent to CapitalBio Corporation in Beijing for microarray hybridization and preliminary data analysis. Affymetrix GeneChip^®^ Cotton Genome Array with 23, 977 probes on the chip were used for hybridization. The arrays of specimens were hybridized with Cy3 and Cy5 labeled probe pairs of ABA treated plants plus control, cold-treated plants plus control, mannitol-treated plants plus control, NaCl-treated plants plus control, and pH-treated plants plus control. To assess the reproducibility of the microarray analysis, we repeated the same experiment three times. Data analysis was performed using SAM&R software. Genes with Fold Change ≥ 2 and FDR (False Discovery Rate) (%) ≤ 5 were identified as differentially expressed genes [94,95]. The analysis of the quality and the reproducibility among the experiments were performed according to the Affymetrix Statistical Algorithms Description Document (2002) by Affymetrix. The microarray data were deposited at GEO (Gene Expression Omnibus) at the National Center for Biotechnology Information (NCBI) http://www.ncbi.nlm.nih.gov/geo/ with the accession number GSE50770.

### qRT-PCR

Nine common differentially expressed genes were selected for real-time quantitative RT-PCR based on the microarray results. A cotton *Actin 7* (GenBank ID: DQ402078.1) gene was used as a standard control in the qRT-PCR reactions. The specificity of all primers was checked via BLASTN searches (http://blast.ncbi.nlm.nih.gov/Blast.cgi). A two-step RT-PCR procedure was performed in all experiments. The first-strand cDNAs were synthesized in a 20 µL reaction solution containing 2μg total RNA samples of control plants, as well as abiotic stressed plants using PrimeScript^®^ RT reagent kit with gDNA Eraser (Perfect Real Time) Kit (TaKaRa, Japan, Catalog No. DRR047A). The real-time amplification reactions were performed using the iCycler iQ thermocycler (Bio-Rad) and the SuperReal PreMix (SYBR Green) Kit (Tiangen, Beijing, Catalog No. FP204) followed the manuals from the manufacturers. The relative value for expression level of each gene was calculated by the equation Y=2^ΔCt^ (ΔCt is the differences of Ct between the control GhActin 7 products and the target gene products). 

### Accession

The microarray data of this report were deposited at GEO (Gene Expression Omnibus) at the National Center for Biotechnology Information (NCBI) http://www.ncbi.nlm.nih.gov/geo/ with the accession number GSE50770.

## Supporting Information

Tables S1 **Cotton microarray annotation data.**

Tables S2 **Cotton microarray GO analysis.**

Tables S3 **Cotton microarray Venn diagram data.**

Tables S4 **Commonly changed transcripts under different treatment.**

Tables S5 **QRT-PCR primer information.**

Tables S6 **Transcription factors under different treatment.**

How the deposited data were processed for this re-analysis (not part of the article)

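Whole seedlings of upland cotton were measured on the Affymetrix Cotton Genome Array: 3 arrays each for control, ABA, cold, mannitol and NaCl, and 2 for pH, 17 in all. The authors hybridized labelled RNA to the arrays and computed a MAS5 signal for each probe set, and the values used are these signal intensities as deposited by the authors, on a linear scale. The deposited signals held different scales: the 8 arrays of ABA, mannitol and pH had a common 2% trimmed mean of 500.1, and the other 9 arrays did not. The median deposited signal was 36.0 to 37.7 in control, 164 to 170 in ABA, 21.5 to 35.3 in cold, 185 to 188 in mannitol, 5.41 to 44.2 in NaCl and 157 to 190 in pH. Low signals lie near the background of the array, which limits the precision of changes among weakly detected transcripts.

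The log2 of each signal was taken and the 17 arrays were quantile normalized. This departs from the planned analysis, which used the log2 of the deposited values without rescaling and held quantile normalization as an alternative. The change was made after the scales above were seen, and the deposited scale is given as an alternative in its place. Of 24132 probe sets, 103 Affymetrix controls were left out and 24029 were tested, with no filter on signal. In R 4.3.3, limma 3.58.1 (lmFit and eBayes) was fitted once to the 17 arrays with 1 coefficient per condition, and each stress was compared with the control and with the other stresses. A probe set counted as changed at a fold of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.05. Standard errors are moderated by eBayes, and standard deviations are between arrays. The deposit labels each array as a biological replicate, while the paper states that RNA was pooled from the 3 biological replicates of each treatment. Single-sample arms that arise when a pH array is left out are assumed to vary like the other groups.

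Overlaps between stresses were set beside the overlap of independent lists, and correlations between stresses beside 20 simulated data sets with unchanged groups compared with the same control arrays. Gene lists were fixed from patterns of names, except those marked as added after the annotation was seen, and lists of at least 5 probe sets were tested with camera from limma, with a preset correlation of 0.01 and with an estimated correlation, over 80 lists and stresses. The array annotation names 743 of the probe sets, and 660 more are named only in the paper's tables. The supplementary tables could be read only in part for some stresses.

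The planned analysis, the gene lists not marked as added, the rule for named genes and the alternatives not marked as added later were set before the data were examined. Named genes were every probe set that the paper names in its text, Table 1 or Table S5; for each stress the 10 named probe sets with the largest rise and the 10 with the largest fall among those that passed, moved alike in every treated array and had a signal above the median in the higher condition; and up to 4 members of each list with the smallest adjusted p. The paper's fold changes in its tables had been seen when the rule was written.

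Alternatives were SAM (2-class unpaired, all permutations, q of at most 5%), unadjusted p, fold from mean linear signals, no rescaling, median centring, an offset of 32, leaving out the lowest 25% of signals, a fit to the 2 compared groups, a variance trend, replicate number as a block, and leaving out each array. Scaling by a 2% trimmed mean, leaving out 3 doubted arrays, fits to the control, cold and NaCl arrays alone, direct comparisons between stresses without each array, and correlations with NaCl without NaCl replicate 2 were added later. Families of transcription factors were assigned by patterns of names. On simulated changes added to ABA and control arrays, limma recovered 34 of 100 changes of 1.5 and 79 of 100 changes of 3 on the log2 scale, with 10 false calls, and SAM 8 and 49, with 7 false calls. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The qRT-PCR values and Gene Ontology terms were left out, because the deposited data hold neither.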

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

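The tests of causes in this part were chosen only after the results they explain were seen, except the splits of the arrays.

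Some clock transcripts, which the paper does not discuss, lay far from the control level. Late elongated hypocotyl stood at -5.68 in cold, -6.25 in mannitol and -5.81 in pH on the log2 scale (adjusted p = 0.00813, 0.00117 and 0.00432, limma), and at -0.83 in ABA (adjusted p = 0.609). In NaCl it stood at -1.84 (adjusted p = 0.451), with a log2 signal of 5.42 in NaCl replicate 2 against 11.51 and 10.87 in replicates 1 and 3 and 5.15 to 5.66 in the cold arrays. At a first probe set APRR7 stood at 2.73 in ABA, 3.48 in mannitol and 3.80 in pH. A second APRR7 probe set, of higher signal, stood at -1.91 in cold, -0.37 in mannitol and -1.20 in pH, of which only cold passed by limma. The remaining probe set passed in no stress by limma. There was a rise of gigantea of 3.72 in ABA and 2.13 in mannitol. Harvest of cold, mannitol and pH at 1 other hour of the day, as the whole cause, would leave mannitol and cold alike. The first APRR7 probe set differed between mannitol and cold by 4.00 (standard error 0.467, adjusted p = 0.000148, limma) and the remaining probe set by 3.09 (adjusted p = 0.0176). But the first lay at 6.82 to 8.14 in the ABA, mannitol and pH arrays and at 1.78 to 4.61 in all others. The deposited scale splits the arrays in the same way, so this difference cannot decide. The difference was 1.54 at the second probe set, 1.50 for gigantea and -0.57 for late elongated hypocotyl (adjusted p = 0.0762, 0.117 and 0.751). Harvest at a different hour in each treatment and an effect of the stresses on the clock cannot be told apart: in 5 of 5 stresses a clock transcript lay over 2 standard errors from the control, which either may give, and no hour of harvest is stated.

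NaCl replicate 2 lay with the cold arrays. A candidate explanation is a cold sample under an NaCl label: over 700 probe sets that moved in NaCl replicates 1 and 3 and not in cold, replicate 2 held a median share of -0.0417 of their change, while over 1491 probe sets of the cold response it held 0.93, against 0.917 in cold replicate 3. NaCl replicate 1 had the lowest deposited trimmed mean, 18.5, and the highest level of the added hybridization controls, 6.33. Its plant signal was thus low beside these controls. NaCl replicate 3 held a share of 0.113 of the response common to cold and NaCl replicate 2. This argues against replicate 1, and not 2, being the array out of place, but replicate 1 may be faulty as well. A strong cold-like response in 1 lot of NaCl seedlings was not tested.

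ABA, mannitol and pH shared a response that set their 8 arrays apart from the other 9. Separate processing of the 8 arrays as the whole cause was set against the signs in cold. There 78.3% of the probe sets that changed alike in the 3 stresses kept their sign against a control array not used to pick them. In NaCl replicate 3, 61.6% of those up and 68.7% of those down kept it. Over all probe sets 49% were up and 51% down in cold. The held-out control array may share what sets the control group apart, which would also keep the sign. The signs therefore cannot decide. Separate processing, as the whole or part of the cause, and a shared stress response cannot be told apart, because the deposited scale separates the same arrays as the treatments. The poly-A controls differed by -1.77 on the log2 scale in the mean, but do not fully separate these arrays: cold replicate 3, at -0.73, lay below all 8, which spanned -0.47 to 0.50. The other control, cold and NaCl arrays lay above the 8, at 1.41 to 2.72. The hybridization controls spanned 2.12 to 2.84 in the 8 arrays and 2.83 to 6.33 in the other 9. How much of the overlap either may give is open.

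With 10 splits of 6 arrays into 3 and 3, a share under 0.05 cannot be reached. The real split, 1 of 10 in each case, gave 5316 changed probe sets in ABA (highest other 1), 2676 in cold (highest other 3), 5468 in mannitol (highest other 0) and 167 in NaCl (highest other 13).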

How the results depend on the processing

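The 2% trimmed mean scaling, the omission of 3 doubted arrays together (NaCl replicates 1 and 2 and cold replicate 3) and the fits to control, cold and NaCl arrays alone were chosen only after the results were seen. Of 1494 values of named transcripts, 730 passed. Without rescaling between arrays, 64 of the 184 falls among them stood above the control, 0 passed in the other direction, and 198 values kept their sign but lost their call. Under the other alternatives 0 reversed, while 236 lost their call under some alternative other than an omission of 1 array and 294 under some omission. Of 241 NaCl values of named transcripts, 18 had the other sign and 80 more moved by over 1.5 times without NaCl replicate 2. The numbers of stress-specific rises and falls (4507) and of listed transcription factors that passed (236 of 441) stayed within 1.5 times. The causes of the changes below were not tested, except that fits to fewer arrays have fewer degrees of freedom. Without rescaling, the ABA, mannitol and pH arrays also keep a deposited scale above that of the control.

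Without rescaling between arrays, changed probe sets numbered 14663 in ABA, 174 in cold, 15962 in mannitol, 3 in NaCl and 13113 in pH; those up in ABA, mannitol and pH 11243 and down 6; up in all 5 stresses 2 and down 0; up in ABA, cold and NaCl 2 and down 0; common transcripts of Table S4 called in all 5 stresses 1; calls of the qRT-PCR transcripts 18 of 45; and gene list tests passed 16. With SAM, changed probe sets numbered 8243 in ABA, 8415 in mannitol, 1 in NaCl and 8743 in pH, those down in ABA, mannitol and pH 2226, and those up or down in all 5 stresses, up or down in ABA, cold and NaCl, and common in Table S4 were 0 each. At unadjusted p, cold had 4699 and NaCl 2026, all 5 stresses shared 265 up and 115 down, ABA, cold and NaCl 345 and 168, and Table S4 had 63. An offset of 32 gave 3471 in ABA, 26 up and 21 down in all 5, 974 up in ABA, mannitol and pH, and 31 up and 31 down in ABA, cold and NaCl. Leaving out the lowest 25% of signals gave 265 in NaCl, 20 down in all 5 and 26 down in ABA, cold and NaCl. With only the 2 groups compared, NaCl had 0, both counts for all 5 stresses, both for ABA, cold and NaCl and that of Table S4 were 0, and 1617 fell in ABA, mannitol and pH. Median centring gave 7 down in all 5, a variance trend 266 in NaCl, and the replicate block 93 in NaCl, 5 down in all 5 and 6 down in ABA, cold and NaCl. Camera with an estimated correlation passed 0 of the gene list tests. The trimmed mean scaling gave 672 down in ABA, mannitol and pH, and the omission of 3 doubted arrays 606 in NaCl, 1786 down in ABA, mannitol and pH and a mean correlation of 0.442. In the control, cold and NaCl arrays alone, 2 changed in cold and 0 in NaCl, and with NaCl replicate 2 also left out 1636 and 21.

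With 1 array left out in turn, ABA ranged from 3637 to 5977, cold from 1432 (without control replicate 3) to 3589 (without NaCl replicate 2), mannitol from 3944 to 6121, NaCl from 38 (without control replicate 1) to 1015 (without NaCl replicate 2) and pH from 2702 (without pH replicate 2) to 6123. Counts moved by over 1.5 times without any control array or cold replicate 3 in cold, without any control, ABA, mannitol or NaCl array in NaCl, and without either pH array in pH. The count up in all 5 stresses ranged from 19 (without control replicate 1) to 123 (without NaCl replicate 3), down from 1 (without control replicate 3) to 41 (without NaCl replicate 3), up in ABA, mannitol and pH from 995 (without pH replicate 2) to 1800, down from 559 (without pH replicate 2) to 1356, up in ABA, cold and NaCl from 22 (without control replicate 1) to 140 (without NaCl replicate 3), down from 1 (without control replicate 3) to 61 (without NaCl replicate 3), Table S4 from 9 (without control replicate 1) to 37, the qRT-PCR calls from 30 to 38 and the gene list tests from 6 (without control replicate 2) to 13.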

Differences from the paper's values

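The counts below use the thresholds of fold and false discovery rate that the paper's Methods state. Its Results give a p-value of at most 0.05 instead, without naming an adjustment. Unless an alternative is named, all alternatives set before the data were examined still differed from the paper's value.

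In NaCl, 167 transcripts changed (paper's value 778), which no longer differed without NaCl replicate 2 or 3 and, in an alternative chosen after the results were seen, was 606 without 3 doubted arrays. Of the paper's NaCl list 77 probe sets passed, 315 without NaCl replicate 2, 340 at unadjusted p and 0 with SAM. For induced transcripts in NaCl the count was 112 (paper's value 480) and no longer differed without NaCl replicate 2, and the share of them induced by all stresses was 46.4% (paper's value 13.3%), which no longer differed without NaCl replicate 2. Transcripts down in all stresses numbered 11 (paper's value 62). Omissions of 1 array reached at most 41, while at unadjusted p the count lay above the paper's value, and every alternative still differed from it. Down in ABA, cold and NaCl were 14 (paper's value 70), which no longer differed without NaCl replicate 3. Down in cold alone were 658 (paper's value 1114), which no longer differed at unadjusted p and without NaCl replicate 1 or 2.

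The counts of transcription factors cover only the entries that Table S6 lists for the stress and direction. Over all 227 probe sets of Table S6 they were higher in some cases, with 8 AP2-ERF and 11 C2H2 zinc fingers up in cold, 11 AP2-ERF, 17 WRKY and 1 NAC up in mannitol and 4 C2H2 zinc fingers up in pH, so that WRKY in mannitol and C2H2 in cold no longer differed on that basis. Among the listed entries, AP2-ERF down in ABA were 2 (paper's value 6) and no longer differed with SAM, at unadjusted p, with only the 2 groups compared and without NaCl replicate 1 or 2. AP2-ERF up in cold were 5 (paper's value 14) and no longer differed with SAM, at unadjusted p, with only the 2 groups compared and without NaCl replicate 2. C2H2 zinc fingers up in cold were 7 (paper's value 13) and no longer differed with SAM, at unadjusted p, with median centring, an offset, the lowest 25% left out, only the 2 groups, a variance trend and without any NaCl array. MYB down in cold were 2 (paper's value 4), and no alternative closed the gap. AP2-ERF up in mannitol were 9 (paper's value 18) and no longer differed with no rescaling, SAM, unadjusted p, an offset, the lowest 25% left out, only the 2 groups, a variance trend and without NaCl replicate 1 or 2. WRKY up in mannitol were 10 (paper's value 17) and no longer differed with no rescaling, SAM, unadjusted p, only the 2 groups and without ABA replicate 1. With no rescaling, 15891 of the 24029 probe sets rose in mannitol, so a match on that scale says little about AP2-ERF or WRKY factors. NAC up in mannitol were 0 (paper's value 11) because Table S6 lists no NAC factor there. It lists 11 C2H2 zinc fingers, for which Table 2 gives 0, so the counts of the 2 families stand exchanged between the tables, and NAC 47, listed elsewhere in it, rose in mannitol.

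In NaCl, C2H2 zinc fingers down were 0 by limma (paper's value 3), which no longer differed at unadjusted p and without NaCl replicate 2; bZIP down were 0 (paper's value 3), which no longer differed without NaCl replicate 2; and AP2-ERF down were 0 (paper's value 3), with no alternative that closed the gap. In pH, AP2-ERF up were 8 (paper's value 16) and no longer differed with no rescaling and SAM. C2H2 up were 3 (paper's value 10) and no longer differed with no rescaling, SAM, unadjusted p, only the 2 groups and without NaCl replicate 2. With no rescaling, 13033 of the 24029 probe sets rose in pH, so a match on that scale says little about AP2-ERF or C2H2 factors. C2H2 down were 2 (paper's value 4) and no longer differed with SAM, only the 2 groups and without cold replicate 3. AP2-ERF down were 0 (paper's value 3) and no longer differed with SAM and only the 2 groups.

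The fold of CRR3 was 3.57 in ABA (paper's value 2.32), 13.3 in cold (paper's value 6.27), 4.47 in mannitol (paper's value 2.92), 4.96 in NaCl (paper's value 3.26) and 7.79 in pH (paper's value 4.72). All 5 no longer differed with an offset of 32 and without control replicate 2; ABA, mannitol, NaCl and pH also with SAM and with fold from mean linear signals; NaCl also with no rescaling and median centring; and, by single omissions, ABA without ABA replicate 2 or 3, mannitol without mannitol replicate 1, NaCl without NaCl replicate 2 and pH without pH replicate 2. NAC 47 in cold had a fold of 10.6 (paper's value 6.62), which no longer differed with an offset of 32 and without control replicate 2 or cold replicate 3.

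The paper's text puts thiazole biosynthetic enzyme at over 18 times in all stresses, while its Table S4 gives 14.0 in cold, where the fold was 15.7 here. Table S4 gives phosphorylase H 20.1 in NaCl, where the fold was 12.7 here, while the other stresses reached 74.4 to 196. It places the repressed above the induced transcripts in cold alone, whereas 50.8% rose in cold after quantile normalization and 63.7% with median centring, but 31.8% with a trimmed mean scaling chosen after the values were seen and 28.7% with no rescaling. Of the transcripts it lists as common to all stresses, 25 passed in all 5 (63 at unadjusted p). DELLA protein RGA, EBF1, Hsp70 and the HXXXD acyl-transferase, which it lists as repressed in all stresses, passed in none by limma, while SAM called EBF1 and the acyl-transferase in ABA, mannitol and pH, Hsp70 in ABA and mannitol, and DELLA in pH. It states that some transcription factors were common to all 5 stresses and more to 4 of them, whereas among the 227 probe sets of Table S6 0 rose or fell by limma in all 5 stresses, and 11 rose and 1 fell in ABA, cold, mannitol and pH. At unadjusted p 3 rose and 1 fell in all 5 and 14 rose and 2 fell in the 4, with SAM 0 changed in all 5 and 16 rose and 1 fell in the 4, and without NaCl replicate 2, 18 rose and 2 fell in the 4. SCPL20, which the paper counts among the common factors but which is not in Table S6, rose in all 5, and NAC 47, the other, in 4.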

Other observations

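All gene lists and tests in this part were added after the annotation or the results were seen, and the values are given without explanation.

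Some seed, wall and auxin probe sets that the paper does not name passed the test, and no list test passed with an estimated correlation. For the legumin LEGB, a seed storage protein (LOC107914926), 1 of 2 probe sets rose, by 3.31 in ABA, 3.57 in mannitol and 3.28 in pH on the log2 scale, and the other passed in no stress by limma. Of 8 probe sets for seed storage and late embryogenesis proteins named by the platform, 3 rose in ABA, 0 in cold, 2 in mannitol, 0 in NaCl and 2 in pH, where 1 fell. Salt tolerance-like protein fell to -3.46 in mannitol and -4.31 in pH.

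Of 5 xyloglucan endotransglycosylase probe sets, 4 fell in ABA, 0 in cold, 2 in mannitol, 0 in NaCl and 0 in pH. Camera with its preset correlation ranked them low in ABA (adjusted p = 0.0287, and 0.41 with an estimated correlation), and ranked the fasciclin-like proteins low in ABA and pH (adjusted p = 0.0121 in each), with adjusted p = 0.485 in each with an estimated correlation. The auxin-related gene Aux4 rose for all 4 of its probe sets in ABA and cold, for 3 in mannitol, 0 in NaCl and 1 in pH by limma, while Aux2, Aux3 and Aux6, with 1 probe set each, rose in no stress.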
